# Transcriptome-guided GLP-1 receptor therapy rescues metabolic and behavioral disruptions in a Bardet-Biedl syndrome mouse model

**DOI:** 10.1172/JCI184636

**Published:** 2025-04-15

**Authors:** Arashdeep Singh, Naila Haq, Mingxin Yang, Shelby Luckey, Samira Mansouri, Martha Campbell-Thompson, Lei Jin, Sofia Christou-Savina, Guillaume de Lartigue

**Keywords:** Endocrinology, Metabolism, Macrophages, Monogenic diseases, Obesity

## Abstract

Bardet-Biedl syndrome (BBS), a ciliopathy characterized by obesity, hyperphagia, and learning deficits, arises from mutations in *Bbs* genes. Exacerbated symptoms occur with mutations in genes encoding the BBSome, a complex regulating primary cilia function. We investigated the mechanisms underlying BBS-induced obesity using a *Bbs5*-knockout (*Bbs5^–/–^*) mouse model. *Bbs5^–/–^* mice were characterized by hyperphagia, learning deficits, glucose/insulin intolerance, and disrupted metabolic hormones, phenocopying human BBS. White adipose tissue in these mice had a unique immunophenotype, with increased proinflammatory macrophages and dysfunctional Tregs, suggesting a mechanism for adiposity distinct from those of typical obesity models. Additionally, *Bbs5^–/–^* mice exhibited pancreatic islet hyperplasia but failed to normalize blood glucose, suggesting defective insulin action. Hypothalamic transcriptomics revealed dysregulation of endocrine signaling pathways, with functional analyses confirming defects in insulin, leptin, and cholecystokinin (CCK) signaling, while glucagon-like peptide-1 receptor (GLP-1R) responsiveness was preserved. Notably, treatment with a GLP-1RA effectively alleviated hyperphagia and body weight gain, improved glucose tolerance, and regulated circulating metabolic hormones in *Bbs5^–/–^* mice. This study suggests that *Bbs5^–/–^* mice represent a valuable translational model of BBS for understanding pathogenesis and developing better treatments. Our findings highlight the therapeutic potential of GLP-1RAs for managing BBS-associated metabolic dysregulation, indicating that further investigation for clinical application is warranted.

## Abstract 2

New mouse model of Bardet-Biedl Syndrome, a rare genetic disease, reveals potential therapeutic targets via transcriptomics and demonstrates proof-of-principle efficacy for GLP1 receptor agonist treatment.

## Introduction

Bardet-Biedl syndrome (BBS) is a rare and debilitating genetic disorder characterized by malfunctions in primary cilia, sensory organelles that play a crucial role in cellular signaling and homeostasis (1). Affecting approximately 1 in 100,000 to 160,000 individuals, BBS presents as a clinically heterogeneous array of symptoms including obesity, learning impairments, retinal dystrophy, and kidney dysfunction (2). The syndrome poses a significant clinical challenge due to its complex genetic etiology, with pathogenic mutations identified in more than 25 genes. These mutations impair the structure and function of cilia, leading to diverse and often severe phenotypic manifestations. Despite substantial advances in genetic and molecular research, effective treatments for BBS remain elusive, largely due to the limited understanding of the underlying pathophysiology.

Central to BBS pathophysiology is the BBSome, a multisubunit protein complex essential for trafficking of receptors within cilia — a function critical for cellular communication and sensing (3). The BBSome comprises 8 core proteins (BBS1, BBS2, BBS4, BBS5, BBS7, BBS8, BBS9, and BBS18) that operate collectively to regulate the transport of receptor molecules within cilia. Disruptions in BBSome assembly or function can impair receptor signaling, leading to the hallmark features of BBS. Among these core components, BBS5 is a compelling target for investigation, as it is highly conserved (4) and plays a critical role in ciliary protein trafficking (2, 5), but it remains an understudied component of the BBSome (6). Mutations in *Bbs5* are estimated to account for 2%–4% of BBS cases (3, 4). Recent studies suggest that *Bbs5* mutations lead to disruptions in retinal health (7) and neuronal morphology (8). However, its broader role in physiological and metabolic function remains poorly characterized.

Given that obesity is a hallmark of BBS and a significant driver of its associated comorbidities, a deepening understanding of BBS5’s role in metabolism could yield critical insights into disease pathogenesis. Our study utilizes *Bbs5*-knockout (*Bbs5^–/–^*) mice as a model to address the knowledge gap by characterizing the physiological impact of BBS5 disruption on cellular and whole-organism metabolism. By elucidating the molecular pathways governed by BBS5, we aim to uncover potential therapeutic targets for treating BBS and related ciliopathies.

## Results

### Bbs5^–/–^ mice recapitulate key clinical metabolic dysregulations of BBS.

Clinically, BBS presents with a high prevalence of early-onset obesity (70%–90%) linked to hyperphagia (9). To investigate the specific role of BBS5 in metabolic disease, we used a *Bbs5^–/–^* mouse (7) maintained on a homogeneous C57BL/6J background born from heterozygous parents. Although *Bbs5^–/–^* mice showed no differences in body weight at weaning compared to age-matched WT or heterozygous littermate controls, the KO mice began gaining adiposity at a significantly faster rate after 4 weeks of age, eventually becoming visibly larger than mice in both control groups (Figure 1A) *Bbs5^–/–^* mice exhibited significant hyperphagia in both the light and dark phases compared with WT controls (Figure 1B), leading to increased body weight from 8 weeks of age (Figure 1C) and fat mass compared with WT littermate controls starting from 6 weeks of age (Figure 1D). Notably lean mass remained comparable in the 2 groups (Figure 1E).

In a clinical study, neuropsychological deficiencies, including reduced intelligence quotient, impaired fine-motor function, social skill deficits, and decreased olfaction, were observed in patients with BBS (10). In this study, *Bbs5^–/–^* mice showed impaired nest-building behavior (Figure 1F), indicative of potential learning and/or motor deficits. In a novel object recognition (NOR) paradigm, *Bbs5^–/–^* mice spent less time exploring the novel object than did WT littermates, which was indicative of memory retention deficits (Figure 1G). In an open-field test, there were no differences in locomotion (Figure 1H), but *Bbs5^–/–^* mice exhibited reduced center entries (Figure 1I) and time spent in the center (Figure 1J) compared with WT littermates. We observed no additional behavioral disparities in elevated plus maze (EPM) (Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/JCI184636DS1) or Y-maze experiments (Supplemental Figure 1C), suggesting that the impaired entries into the center were caused by deficits in exploratory behavior rather than heightened anxiety. We observed during feeding experiments that *Bbs5^–/–^* mice failed to learn to eat from feeders, further supporting the idea of potential learning deficits. Based on our previous findings, we postulate that the behavioral and learning impairments observed in patients with BBS could be due to synaptic dysfunction in principal hippocampal neurons (8); however, there is still a need for direct electrophysiological studies to assess synaptic function in *Bbs5^–/–^* mice.

Consistent with the link to diabetes progression in ciliopathy (11), and the higher diabetes prevalence in patients with BBS patients compared with control individuals with obesity (12), *Bbs5^–/–^* mice exhibited impaired glucose clearance. This was evidenced by elevated circulating glucose levels following glucose administration (Figure 1K) and a higher area under the curve (Figure 1L) compared with those in WT controls. Similarly, insulin injections failed to reduce circulating glucose levels in *Bbs5^–/–^* mice (Figure 1M), resulting in a higher area under the curve (Figure 1N). The presence of primary cilia on islet cells is conserved across species (13) and has been shown to be critical for signaling of specific GPCRs to regulate islet insulin and glucagon secretion (14). To elucidate the mechanisms underlying glucose and insulin intolerance, we conducted a morphological assessment of pancreatic tissue and islet cell architecture in *Bbs5^–/–^* and WT controls (Figure 1, O–V). *Bbs5^–/–^* mice had a pancreas size similar to that in WT mice (Figure 1P), but displayed pancreatic islet hyperplasia (Figure 1Q), with a greater percentage of islet relative to pancreas area (Figure 1R), larger average islet size (Figure 1, S and T), and an increased number of insulin cells per islet (Figure 1U). We observed no significant changes in the percentage of insulin cells relative to proliferating cells between groups (Figure 1V). Consistent with these changes in islet morphology, *Bbs5^–/–^* mice had elevated circulating insulin levels (Figure 2A). Thus, like in other ciliopathy models (7, 15, 16), ablation of *Bbs5* led to aberrant pancreatic morphology, defective insulin signaling, and impaired glucose homeostasis. These data are consistent with evidence that primary cilia present in insulin-producing β cells are implicated in regulating glucose metabolism, insulin signaling, and insulin secretion (14, 16, 17).

Importantly, the metabolic and behavioral abnormalities observed in male BBS5*^–/–^* mice were recapitulated in females (Supplemental Figure 1, D–J), suggesting that there were no sex differences in disease manifestation. Additionally, neither male (Supplemental Figure 1, K–P) nor female (Supplemental Figure 1, Q–V) heterozygous *Bbs5^+/–^* mice displayed any discernable phenotypic changes compared with WT controls. Thus, key metabolic and neurobehavioral dysregulations of BBS were effectively recapitulated in *Bbs5^–/–^* mice, which offer a robust platform for dissecting BBS pathophysiology and developing potential therapeutic strategies.

To better understand the mechanisms underlying the metabolic disruptions in BBS, we investigated changes in a range of metabolic hormones in ad libitum fed WT and *Bbs5^–/–^* mice. Neither male nor female *Bbs5^–/–^* mice exhibited significant differences in circulating levels of glucagon-like peptide–1 (GLP-1); however, they had elevated circulating levels of insulin, leptin, peptide YY (PYY), C-peptide 2, gastric inhibitory polypeptide (or glucose-dependent insulinotropic polypeptide [GIP]), amylin, and glucagon compared with WT controls (Figure 2, A–H). Additionally, no significant differences were observed in circulating pancreatic polypeptide (PP), ghrelin, resistin, and secretin levels (Figure 2, I–L). These findings provide a comprehensive endocrine profile for *Bbs5^–/–^* mice, revealing specific hormonal alterations that may contribute to the metabolic phenotype associated with BBS.

### White adipose tissue of Bbs5^–/–^ mice exhibits an increased proinflammatory immunophenotype.

Primary cilia are highly dynamic organelles that play a vital role in immune (18, 19) and adipocyte function (20, 21). Given the higher fat mass of *Bbs5^–/–^* mice, we investigated how BBS5 affects adipose tissue immunity in these mice. Evaluation of epididymal white adipose tissue (eWAT) immune cell populations (Figure 3A) revealed no significant differences in *Bbs5^–/–^* compared with WT total leukocytes and neutrophils (Figure 3, B and C). However, *Bbs5^–/–^* mice exhibited a striking increase in eWAT monocytes (Figure 3D). Macrophages, crucial regulators of inflammation (22), were also elevated (Figure 3E). Notably, M2 (antiinflammatory) macrophage levels were reduced (Figure 3, F and G), and M1 (proinflammatory) macrophage levels were significantly higher (Figure 3H). This shift was recapitulated in female *Bbs5^–/–^* mice (Supplemental Figure 2, B–D). These findings suggest that *Bbs5* mutations disrupt adipose tissue homeostasis by altering immune cells.

Recent studies have implicated Tregs, a subset of CD4^+^ T cells, in promoting antiinflammatory responses within eWAT (23). Consistent with this, *Bbs5^–/–^* mice displayed a decrease in total eWAT CD4^+^ T cells compared with WT controls (Figure 3I). Further analysis revealed a decrease in Gata3^+^ Th2 cells (Figure 3J), while Rorγt^+^ Th17 cells were conversely elevated (Figure 3K), but T-bet^+^ Th1 cell levels did not differ from those of WT controls (Figure 3L). Notably, Treg numbers were paradoxically higher in *Bbs5^–/–^* mice than in WT controls (Figure 3M). However, these Tregs exhibited increased expression of IL-17a and Rorγt (Figure 3, N and O), markers associated with Th17 cells rather than the immunosuppressive Tregs This dysfunctional Treg phenotype aligns with the chronic, low-grade inflammatory state observed in the eWAT of *Bbs5^–/–^* mice. Female *Bbs5^–/–^* mice displayed a similar trend in Treg profiles (Supplemental Figure 2, E and F).

### Bbs5 mutation significantly alters hypothalamic transcriptomics and predicts endocrine dysfunction.

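Core hypothalamic tissue was micropunched from 2 WT and 3 *Bbs5-/-* mice at 5 weeks of age and from 2 WT and 3 *Bbs5-/-* mice at 12 weeks, and the RNA of each mouse was sequenced as 1 library. One of the labels gives 12 weeks for all 10 libraries, and the ages used here follow the paper and the genotype labels. The methods describe alignment with TopHat and Bowtie to GRCh38, which is a human build, and counting with featureCounts, and the authors deposited RSEM expected counts for 24054 genes, listed by symbol. No build is named with the counts, so no coordinates are given. At 12 weeks the totals were 22379066 counts in WT replicate B1, 24065569 in WT replicate B3, and 21574847, 24904573 and 22129502 in replicates B4, B5 and B6, labelled *Bbs5-/-*. At 5 weeks they were 18013196 in WT replicate E1, 18699191 in WT replicate E3, and 20319519, 20010244 and 19866595 in *Bbs5-/-* replicates E4, E5 and E6. A count of 3 corresponded to between 0.120 and 0.167 CPM (counts scaled to a common library total), depending on the library. The expected counts were rounded to whole numbers and normalized by edgeR's TMM method, genes with low counts were removed with filterByExpr, and the genotypes were compared within each age by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The labels name no sequencing batch, and any batch shared by the libraries of 1 age cannot be told apart from age. At 5 weeks *Bbs5* itself was at 13.8 and 14.2 CPM in WT replicates E1 and E3 and at 5.37, 4.89 and 4.66 CPM in *Bbs5-/-* replicates E4, E5 and E6. Its mean fell from 14.0 ± 0.293 (SD, n = 2) to 4.97 ± 0.361 CPM (SD, n = 3), a log2 fold change of -1.49 with a standard error of 0.13 (adjusted p = 0.00894, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn the log2 fold change stayed between -1.55 and -1.44. The adjusted p rose to 0.0517 without *Bbs5-/-* replicate E4 and to 0.0536 with all 4 groups in 1 fit, and under the alternatives tried it ranged from 2.3e-16 to 0.0536. At 12 weeks *Bbs5* was at 15.2 and 13.4 CPM in WT replicates B1 and B3 and at 16.3, 13.5 and 12.0 CPM in replicates B4, B5 and B6. The means of 14.3 ± 1.24 (SD, n = 2) and 13.9 ± 2.17 CPM (SD, n = 3) differed by less than the spread between replicates, with a log2 fold change of -0.041 and a standard error of 0.22 (adjusted p = 0.991, same test). It was 0.027 with scaling by library size only, 0.048 without WT replicate B1, 0.054 without replicate B6 and -0.17 without replicate B4. Because *Bbs5* was not lower in the 12-week libraries that carry the *Bbs5-/-* label, these are called the libraries labelled *Bbs5-/-*, and every direction given for 12 weeks rests on the labels.

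**Figure D1:**
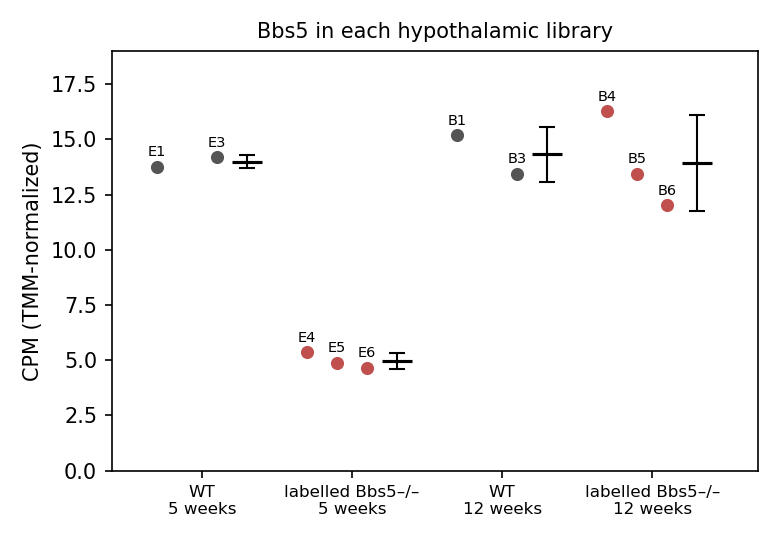
*Bbs5* in each of the 10 hypothalamic libraries, in TMM-normalized CPM on a linear axis, by genotype label and age. Each point is 1 mouse, the horizontal bar is the mean and the error bar the SD. The 3 libraries labelled *Bbs5-/-* lie between 4.66 and 5.37 CPM at 5 weeks and between 12.0 and 16.3 CPM at 12 weeks.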

To elucidate the molecular underpinnings of BBS-associated hyperphagia and weight gain, we performed bulk RNA-Seq on the hypothalamus of 5-week-old (pre-obesity) and 12-week-old (post-obesity) *Bbs5^–/–^* mice. Differential gene expression analysis revealed significant alterations in genes associated with primary cilia function at both the pre- and post-obesity stages in *Bbs5^–/–^* mice (Figure 4A, Supplemental Figure 4, A and B, and Supplemental Figure 5A). 

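The 52 primary cilia genes drawn in Supplemental Figure 5A were compared as a list at both ages. They were selected by the paper from these libraries, so a list test on them is not independent evidence. Genes are counted as higher or lower by edgeR's log2 fold change, and list medians are over differences in mean log2 CPM, the values camera tests. At 12 weeks 30 were higher and 22 lower in the libraries labelled *Bbs5-/-*, with a median difference in mean log2 CPM of 0.039 (adjusted p = 0.512 from limma's camera with a preset correlation, Benjamini-Hochberg over 25 lists). The median was 0.10 when libraries were scaled by size only. It was 0.016 without replicate B4 and 0.069 without WT replicate B1. At 5 weeks 36 were higher and 16 lower, with a median of 0.045 (adjusted p = 0.292, camera). No gene of the list passed the threshold at either age, over all genes tested or adjusted over the list alone, and 2 genes at 12 weeks and 3 at 5 weeks had an unadjusted p under 0.05. A wider family of cilium genes, picked by symbol and holding the *Ift*, *Bbs*, *Cfap* and *Dnah* genes among others, had 62 tested members. Of these 43 were higher and 19 lower at 12 weeks, with a median of 0.067 (adjusted p = 0.0284, camera) that was 0.11 without replicate B5 and 0.056 without WT replicate B3. The adjusted p was 0.861 by fry and 0.776 by camera with an estimated correlation. At 12 weeks 0 members passed over all genes tested and 2 had an unadjusted p under 0.05. The largest change of a member was that of *Bbs4*, which was lower, with a log2 fold change of -2.63. At 5 weeks 40 were higher and 22 lower, with a median of 0.050 (adjusted p = 0.252, camera) that was 0.0025 without *Bbs5-/-* replicate E5 and 0.082 without E4. *Bbs5* was the family's 1 gene past the threshold at 5 weeks, and 7 members had an unadjusted p under 0.05.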

In pre-obese *Bbs5^–/–^* mice, we found 401 genes to be upregulated and 549 genes downregulated compared with WT controls (Supplemental Figure 4B). 

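Of 16023 genes tested at 5 weeks, 0 were higher and 1, *Bbs5*, was lower in *Bbs5-/-* mice at an adjusted p under 0.05, while 2729 had an unadjusted p under 0.05 (523 with all 4 groups in 1 fit). The biological coefficient of variation was 0.0891. The count moved with the test. DESeq2's likelihood ratio test, which the methods name, gave 392 genes, of which 176 were higher and 216 lower, and edgeR's exact test, chosen after seeing the data, gave 409, with 160 higher and 249 lower. Without the filter on low counts the quasi-likelihood test gave 263 genes, and at an adjusted p under 0.1, a limit also chosen after seeing the data, it gave 282. Leaving out *Bbs5-/-* replicate E4 gave 1 gene, *Myoc* in place of *Bbs5*. Leaving out E5 gave 15 genes and leaving out E6 gave 3. The authors' deposited table for this age lists 402 genes at a false discovery rate under 0.05, of which 253 are lower. Of the 15091 genes in both tables, 15059 had a log2 fold change of the same sign. In counts simulated with the same means and library sizes, the test recovered 199 of 200 genes changed by 2 on the log2 scale. The changed genes were drawn from those with a mean of at least 5 CPM, and no library was simulated as an outlier. The recovery thus does not show that a real change of this size would be found. *Myoc*, chosen after its values were seen, had a log2 fold change of -2.77 and did not pass (adjusted p = 0.0586, edgeR's quasi-likelihood test).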

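Gene lists fixed beforehand stood in for categories of an enrichment map at 5 weeks, since the gene set database was not used here. Of the 25 lists, 6 passed an adjusted p of 0.05 by camera, of which 2 held under fry, the astrocyte and the leptin and insulin signaling lists, and 0 held with an estimated correlation. The leptin and insulin signaling list holds genes that the paper names as lower from these libraries, so its result is not independent evidence. For translation, 81 ribosomal protein genes had a median difference in mean log2 CPM of 0.14, with 75 higher and 6 lower in *Bbs5-/-* mice (adjusted p = 2.3e-12 by camera, 0.176 by fry). None of them passed over all genes tested, 35 passed adjusted over the list alone, and 43 had an unadjusted p under 0.05. For GPCR signaling, 195 receptor genes had a median of -0.079, with 77 higher and 118 lower (adjusted p = 0.277, camera). Of these, 0 passed over all genes and 25 had an unadjusted p under 0.05, and the median was -0.030 without replicate E5. For extracellular structure, 43 collagen genes had a median of 0.077, with 24 higher and 19 lower (adjusted p = 0.442, camera), and the median was 0.0050 without *Bbs5-/-* replicate E5 and 0.12 without E6. Adjusted over the list alone, 8 collagen genes passed. For hormone metabolism, 26 neuropeptide precursor genes had a median of 0.083, with 14 higher and 12 lower (adjusted p = 0.778, camera), and the median was -0.12 without WT replicate E3 and 0.15 without WT replicate E1.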

Enriched upregulated gene sets for pre-obese mice were associated with protein sorting and translation, cellular disassembly, RNA transport, DNA and RNA metabolism, and GPCR signaling; and the downregulated gene sets included those involved in extracellular structure and hormone metabolic process (Supplemental Figure 4C). In obese *Bbs5^–/–^* mice, differential expression analysis identified 1,539 genes upregulated and 1,182 genes downregulated compared with WT controls (Figure 4A). 

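Of 16258 genes tested at 12 weeks, 0 were higher and 0 lower at an adjusted p under 0.05 in the libraries labelled *Bbs5-/-*, while 323 had an unadjusted p under 0.05 (1189 with all 4 groups in 1 fit, where 0 passed the threshold as well). The biological coefficient of variation was 0.221. DESeq2's likelihood ratio test gave 4 genes, with *Gm5936*, *Hba-a2* and *Prg4* higher and *Hbb-bs* lower. Without the filter on low counts 1 gene passed, *Hbb-bs*. These genes were named after their values were seen, and *Hbb-bs* and *Hba-a2* are globin genes with close paralogs, between which counting can split reads. Leaving out replicate B4 gave 0 genes, leaving out B5 gave 9 and leaving out B6 gave 3. At this age the test recovered 199 of 200 genes changed by 2 on the log2 scale in simulated counts.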

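At 12 weeks 11 of the 25 gene lists passed an adjusted p of 0.05 by camera with its preset correlation, 7 higher and 4 lower in the libraries labelled *Bbs5-/-*, and 0 passed by fry or with an estimated correlation. The 206 tested genes of the GPCR families had a median difference in mean log2 CPM of -0.11, with 86 higher and 120 lower (adjusted p = 0.0872, camera). That median was -0.043 with scaling by library size only, 0.021 without replicate B4 and -0.15 without replicate B6. None of these receptor genes passed over all genes tested, and 8 had an unadjusted p under 0.05. The 25 neuropeptide precursor genes had a median of 0.052, with 16 higher and 9 lower (adjusted p = 0.863, camera), and the median was -0.11 without WT replicate B1 and 0.18 without WT replicate B3.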

Upregulated gene sets included those associated with GPCR signaling, neuropeptide receptor interactions and ligand binding, cilia formation, metabolic processes, and endocrine function Supplemental Figure 5B). In contrast, downregulated gene sets included those related to synaptic regulation, channel activity, mitochondrial function, and enzyme activity (Supplemental Figure 5B).

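Over 67 synaptic vesicle and synaptic scaffold genes the median difference in mean log2 CPM at 12 weeks was -0.20, with 13 higher and 54 lower in the libraries labelled *Bbs5-/-* (adjusted p = 5.7e-04 by camera, 0.861 by fry). The median was -0.14 with scaling by library size only, -0.076 without WT replicate B1 and -0.29 without WT replicate B3. Over 142 ion channel genes it was -0.11, with 54 higher and 88 lower (adjusted p = 0.0416, camera), and it was 0.0039 without replicate B4 and -0.17 without replicate B6. Genes of the mitochondrial respiratory chain went the other way. Their median over 89 genes was 0.14, with 65 higher and 24 lower (adjusted p = 0.0042, camera). It was 0.21 with scaling by library size only, 0.0081 without replicate B4 and 0.26 without WT replicate B3. In these 3 lists 0 genes passed over all genes tested, and 3, 3 and 1 had an unadjusted p under 0.05.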

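A list of 11 genes of leptin and insulin signaling, which includes *Lepr*, *Jak2*, *Stat3*, *Socs3* and *Foxo3*, was lower in *Bbs5-/-* mice at 5 weeks. The paper names *Lepr*, *Stat3*, *Socs3* and *Foxo3* as lower from these libraries, so a test on this list is not independent evidence. *Lepr* and *Foxo3* were among its 3 genes with an unadjusted p under 0.05 at 5 weeks. The median difference in mean log2 CPM was -0.10, with 2 higher and 9 lower (adjusted p = 0.0296 by camera and 0.0104 by fry, but 0.789 by camera with an estimated correlation). Adjusted over the list alone 1 gene passed, against 0 over all genes. At 12 weeks 7 were higher and 4 lower in the libraries labelled *Bbs5-/-* by edgeR's log2 fold change, whose median was 0.081, while the median difference in mean log2 CPM was -0.0090, or 0.054 with scaling by library size only (adjusted p = 0.738, camera). The latter median was -0.14 without replicate B6 and 0.19 without WT replicate B3. None of the 11 had an unadjusted p under 0.05 at 12 weeks. *Lepr* was at 10.3 ± 1.26 CPM (SD, n = 2) in WT and 12.6 ± 2.58 CPM (SD, n = 3) in the libraries labelled *Bbs5-/-*, a log2 fold change of 0.29 with a standard error of 0.25 (adjusted p = 0.966, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 0.17 without replicate B5 and 0.45 without replicate B4.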

We observed dysregulation of multiple transcription factors in the hypothalamus that are critical for various metabolic functions (Figure 4A), including impaired leptin signaling, a hallmark of BBS (24), and disrupted cholecystokinin (CCK) signaling. Based on these transcriptomic data, we investigated the functional responsiveness of *Bbs5^–/–^* mice to these satiety hormones (Figure 4B). As expected from previous studies (25), leptin administration significantly reduced food intake and body weight in fasted WT controls (Figure 4, C and E). However, *Bbs5^–/–^* mice displayed complete resistance to leptin-induced satiety. This was evidenced by the lack of change in food intake or body weight following leptin injection (Figure 4, D and F). This finding aligns with leptin resistance reported in other BBS models (24, 26) and suggests impaired leptin signaling within the hypothalamus of *Bbs5^–/–^* mice. Importantly, the leptin resistance phenotype was recapitulated in female *Bbs5^–/–^* mice (Supplemental Figure 3, A–D). Interestingly, even heterozygous *Bbs5^+/–^* mice, which displayed normal body composition and energy metabolism compared with WT controls (Supplemental Figure 1, K–V), were resistant to leptin (Supplemental Figure 3, K, L, O, and P), suggesting that leptin resistance may serve as a potential biomarker even in individuals with a single *Bbs* gene mutation.

To further validate the RNA-Seq findings, we examined the functional responsiveness of *Bbs5^–/–^* mice to CCK. Consistent with downregulation of the CCK signaling pathway, exogenous CCK administration (2 or 4 μg/kg bodyweight) effectively reduced food intake in fasted WT controls (Figure 4G), demonstrating functional CCK signaling. However, *Bbs5^–/–^* mice displayed complete resistance to CCK-induced satiety at both doses (Figure 4, H–J). This resistance was also observed in female *Bbs5^–/–^* mice compared with WT controls (Supplemental Figure S3). Notably, heterozygous *Bbs5^+/–^* mice responded normally to CCK, indicating intact CCK signaling in this group (Supplemental Figure 3, M and Q). Thus, as predicted by RNA-Seq, leptin and CCK signaling was compromised in *Bbs5^–/–^* mice, which may explain at least in part the hyperphagic phenotype in BBS.

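The 87 GPCR genes plotted in Supplemental Figure 5C include receptors for satiety hormones and were chosen by the paper from these libraries. At 12 weeks 86 of them could be tested, and 25 were higher and 61 lower in the libraries labelled *Bbs5-/-*. Their median difference in mean log2 CPM was -0.21 with TMM and -0.15 with scaling by library size only (adjusted p = 6.1e-04 by camera, 0.861 by fry). The median was -0.0067 without replicate B4 and -0.30 without replicate B6.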

The RNA-Seq analysis revealed an unexpected upregulation of numerous hypothalamic satiety hormone receptors, suggesting possible therapeutic targets (Figure 4A). 

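The melanocortin-4 receptor gene *Mc4r* was at 4.68 ± 0.395 CPM (SD, n = 2) in the 12-week WT libraries and at 3.15 ± 0.613 CPM (SD, n = 3) in those labelled *Bbs5-/-*. Each of the 3 was lower than either WT library. The fold was 0.673, a log2 fold change of -0.57 with a standard error of 0.28, and it did not pass the threshold (adjusted p = 0.966, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed between -0.67 and -0.42 with each library left out in turn. The neuropeptide Y2 receptor gene *Npy2r* was at 38.1 ± 3.27 CPM (SD, n = 2) in WT and 32.3 ± 5.04 CPM (SD, n = 3) in the libraries labelled *Bbs5-/-*, with overlapping ranges. Its fold was 0.847, a log2 fold change of -0.24 with a standard error of 0.19 (adjusted p = 0.966, same edgeR test). It lay between -0.37 without replicate B6 and -0.15 without WT replicate B1.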

Notably, we observed a 2- to 3-fold increase in melanocortin-4 receptor (*Mc4r*) and neuropeptide Y2 receptor (*Npy2r*) expression in *Bbs5^–/–^* mice. Interestingly, we found an 8-fold upregulation of GLP-1 receptor (*Glp1r*). 

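*Glp1r* was counted 53 and 131 times in WT replicates B1 and B3 at 12 weeks and 17, 141 and 144 times in replicates B4, B5 and B6, labelled *Bbs5-/-*. After normalization this was 2.48 and 5.49 CPM in WT and 0.752, 5.66 and 6.48 CPM in the libraries labelled *Bbs5-/-*. The means of 3.98 ± 2.13 (SD, n = 2) and 4.30 ± 3.10 CPM (SD, n = 3) differed by less than the spread between replicates. The fold was 1.08, a log2 fold change of 0.11 with a standard error of 0.80 (adjusted p = 0.994, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its sign depended on the setting. It was -0.14 and -0.31 in limma-trend on the deposited values with pseudocounts of 1 and 0.1, 0.60 without replicate B4, -0.31 without B6, -0.35 without WT replicate B1 and 0.81 without WT replicate B3. At 5 weeks the gene did not reach the filter, at 0.408 ± 0.0268 CPM (SD, n = 2) in WT and 0.250 ± 0.131 CPM (SD, n = 3) in *Bbs5-/-* mice. From receptor upregulation in its own analysis the paper proposes satiety hormone receptors as therapeutic targets, and it then tested food intake after a GLP-1R agonist.

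**Figure D2:**
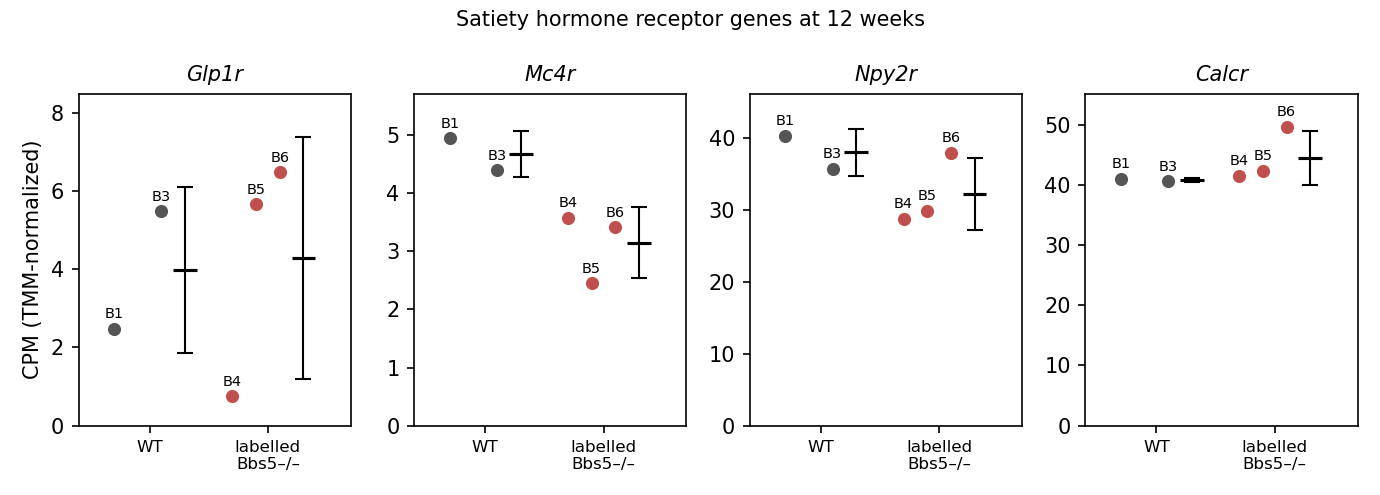
*Glp1r*, *Mc4r*, *Npy2r* and *Calcr* at 12 weeks in TMM-normalized CPM, on linear axes that start at 0. Each point is 1 mouse, the horizontal bar is the mean and the error bar the SD, for 2 WT libraries and 3 labelled *Bbs5-/-*. *Glp1r* ranges from 0.752 to 6.48 CPM among the libraries labelled *Bbs5-/-*, and *Mc4r* is lower in each of them than in the 2 WT libraries.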

Consistent with the transcriptomic prediction, the GLP-1R agonist (GLP-1RA) exendin-4 (0.1,1, and 2 μg/kg body weight) reduced food intake in both WT and *Bbs5^–/–^* fasted mice (Figure 4, K and L) in a dose-dependent manner (Figure 4, M and N). Similar results were observed in female *Bbs5^–/–^* mice (Supplemental Figure 3, I and J) as well as heterozygous *Bbs5^+/–^* mice (Supplemental Figure 3, N and R). These findings suggest that GLP-1R signaling remains functional in *Bbs5^–/–^* mice and could represent a promising therapeutic target for the hyperphagia and obesity associated with BBS.

### GLP-1RAs improve key clinical metabolic dysregulations in Bbs5^–/–^ mice.

GLP-1RAs are a class of drugs that have demonstrated efficacy in managing obesity and metabolic disorders. GLP-1RAs, including semaglutide, enhance insulin sensitivity, promote satiety, and reduce body weight (27). Our findings demonstrated elevated hypothalamic GLP-1R expression (Figure 4A) and preserved responsiveness to the acute GLP-1RA exendin-4 in *Bbs5^–/–^* mice (Figure 4, L–N), making them a compelling candidate for addressing BBS-associated metabolic dysfunction.

We employed a crossover design in which mixed-sex *Bbs5^–/–^* mice received daily subcutaneous injections of vehicle for 14 days, followed by semaglutide (0.15 mg/kg) for another 14 days (Figure 5A). This dose was chosen based on its reported efficacy in preclinical models of obesity (28). Semaglutide treatment significantly decreased daily food intake in *Bbs5^–/–^* mice, with reductions observed during both the dark and light phases (Figure 5, B and C). This translated to a substantial decrease in cumulative food intake over 14 days (Figure 5D). Consequently, *Bbs5^–/–^* mice treated with semaglutide exhibited rapid weight loss (Figure 5E) and maintained a significant reduction in body weight, exceeding 10% compared with pretreatment levels (Figure 5F). Conversely, during the vehicle treatment arm, *Bbs5^–/–^* mice trended to gain a small amount of weight (Figure 5F). Semaglutide-induced body weight reduction was accompanied by a decrease in fat mass (Figure 5G), with a smaller decrease in lean mass (Figure 5H). These findings suggest that semaglutide effectively promoted satiety and body weight reduction in *Bbs5^–/–^* mice.

Beyond its metabolic benefits, semaglutide treatment significantly improved nest-building performance in *Bbs5^–/–^* mice (Figure 5I). This improvement was accompanied by enhanced glucose clearance, as demonstrated by a lower area under the curve during i.p. glucose tolerance tests (IPGTTs) (Figure 5, J and K). Similar benefits were observed in chow-fed WT mice; however, their nest-building performance was already at the maximal score, leaving no room for further improvement with semaglutide treatment (Supplemental Figure 6). Treatment with semaglutide significantly elevated plasma GLP-1 levels in both *Bbs5^–/–^* and WT mice (Figure 6A), confirming that intervention was effective regardless of genotype. In *Bbs5^–/–^* mice, semaglutide administration led to significant reductions in circulating plasma levels of insulin, leptin, PYY, C-peptide 2, GIP, and amylin (Figure 6, B–G) that in many cases normalized hormonal levels to those in WT littermates. No differences were observed in plasma levels of glucagon, PP, ghrelin, resistin, or secretin in *Bbs5^–/–^* mice before or after semaglutide treatment (Figure 6, H–L). Notably, semaglutide treatment did not affect the plasma concentrations of these metabolic hormones in healthy WT mice (Figure 6, B–L). These findings suggest GLP-1RAs hold promise for treating BBS and warrant further clinical investigation.

## Discussion

This study suggests that *Bbs5^–/–^* mice are a valuable model for BBS, recapitulating cardinal metabolic and neurobehavioral symptoms observed in patients. We demonstrate that *Bbs5* mutation disrupted energy homeostasis through impaired central nervous system processing of peripheral satiety cues potentially involving disruptions in adipose tissue and pancreatic function. Elevated levels of key hormones observed in untreated *Bbs5^–/–^* mice reflected significant metabolic disruptions consistent with insulin resistance, hyperleptinemia, and altered satiety signaling. These findings align with phenotypes commonly associated with BBS, including obesity and metabolic dysregulation.

By integrating behavioral phenotyping with hypothalamic transcriptomics, we identified dysregulation of leptin and CCK signaling pathways, which are central to energy homeostasis. Supporting the relevance of our model, a recent study using stem cell–derived hypothalamic arcuate-like neurons with induced BBS mutations has similarly shown impairments in leptin and insulin signaling (29), underscoring the role of primary cilia in energy homeostasis. Importantly, the gene expression changes observed in Bbs5^–/–^ mice are not replicated in mice with prolonged high-fat diet exposure or obesity (30), suggesting that the effects are due to *Bbs5* knockout rather than a secondary response to the metabolic changes. Impaired leptin receptor signaling is a primary mechanism driving weight gain (24, 26), and the role of CCK-A receptor signaling in satiety is well established (31). Evidence also supports a broader role for CCK-B receptors in modulating feeding behaviors, particularly in stress- or anxiety-related contexts. Prior studies demonstrated that selective antagonism of brain CCK-B receptors increases food intake and delays satiety, suggesting a role for CCK-B receptors in postprandial feeding regulation (32). Furthermore, elevated hypothalamic NPY levels in CCK-B receptor–knockout mice have been linked to hyperphagia, increased fat deposition, and obesity (33, 34). 

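The CCK B receptor gene *Cckbr* was at 23.9 ± 7.45 CPM (SD, n = 2) in 12-week WT hypothalamus and at 17.1 ± 1.92 CPM (SD, n = 3) in the libraries labelled *Bbs5-/-*. All 3 lay below either WT library, at 18.4, 14.9 and 17.9 CPM against 29.1 and 18.6 CPM. The log2 fold change was -0.48 with a standard error of 0.24, and it did not pass the threshold (adjusted p = 0.966, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was -0.13 without WT replicate B1 and -0.76 without WT replicate B3. At 5 weeks *Cckbr* was at 19.6 ± 0.978 CPM (SD, n = 2) in WT and 22.2 ± 0.869 CPM (SD, n = 3) in *Bbs5-/-* mice, a log2 fold change of 0.18 with a standard error of 0.092 (adjusted p = 0.353, same edgeR test) that lay between 0.13 without WT replicate E1 and 0.24 without WT replicate E3.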

Our data showing blunted responses to exogenous CCK and downregulated hypothalamic *Cckbr* receptor in *Bbs5^–/–^* mice support a model in which impaired CCK signaling contributes to hyperphagia. 

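At 5 weeks the leptin receptor gene *Lepr* was at 7.78 ± 1.74 CPM (SD, n = 2) in WT and 5.29 ± 0.455 CPM (SD, n = 3) in *Bbs5-/-* mice, and each *Bbs5-/-* library was lower than either WT library. The log2 fold change was -0.56 with a standard error of 0.18, with an unadjusted p of 0.0118 and an adjusted p of 0.175 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was -0.30 without WT replicate E3 and -0.77 without WT replicate E1. *Cck* was at 45.6 and 14.2 CPM in WT replicates E1 and E3 and at 15.2, 15.0 and 18.7 CPM in *Bbs5-/-* replicates E4, E5 and E6. Its log2 fold change was -0.87 with a standard error of 0.59 (adjusted p = 0.552, same edgeR test), and it was 0.20 without WT replicate E1 and -1.47 without WT replicate E3. The authors' deposited table gives *Lepr* a p of 0.0100 and a false discovery rate of 0.159, and *Cck* a p of 0.00633 and a false discovery rate of 0.126.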

In pre-obese *Bbs5^–/–^* mice, significant downregulation of *Lepr* and *Cck* expression suggests that disruptions in leptin and CCK signaling pathways precede weight gain. Hyperphagia in BBS appears to result from multifactorial disruptions, whereby intrinsic defects in CCK signaling pathways and receptor function further exaggerated obesity-related resistance to satiety signals (31). This concept is supported by our findings in obese *Bbs5^–/–^* mice, which exhibit additional downregulation of *Cck*, *Cckbr*, *Stat3*, and *Socs3* expression, indicating that impaired leptin and CCK signaling contributes to the hyperphagia observed in BBS. Together, these studies suggest that BBS disrupts CNS processing of satiety cues, contributing to hyperphagia and obesity.

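In the 12-week libraries *Cck* was at 11.0 ± 9.24 CPM (SD, n = 2) in WT and 13.3 ± 8.62 CPM (SD, n = 3) in those labelled *Bbs5-/-*. Its log2 fold change was 0.28 with a standard error of 0.76 (adjusted p = 0.980, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was -0.31 without replicate B6, -0.40 without WT replicate B1 and 1.60 without WT replicate B3. *Stat3* was at 102.9 ± 10.3 CPM (SD, n = 2) and 109.8 ± 16.6 CPM (SD, n = 3), a log2 fold change of 0.093 with a standard error of 0.20 (adjusted p = 0.978, same edgeR test). It was -0.0063 without WT replicate B1 and 0.21 without WT replicate B3. *Socs3* was at 6.77 ± 2.04 CPM (SD, n = 2) and 11.5 ± 4.44 CPM (SD, n = 3), a log2 fold change of 0.76 with a standard error of 0.37 (adjusted p = 0.966, same edgeR test). It lay between 0.47 without replicate B4 and 1.12 without WT replicate B3. None of the 3 differences passed the threshold.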

While there are some similarities between diet-induced and genetic models of obesity, they differ significantly in insulin sensitivity and hormonal profiles, highlighting that obesity-induced effects are not equivalent to those driven by genetic predisposition (35). One limitation of our study is the absence of a lean/pair-fed *Bbs5^–/–^* group, which could have clarified whether the observed effects in ciliopathies are secondary to obesity. However, our findings are consistent with previous studies of other BBSome genetic knockouts (*Bbs2^–/–^* and *Bbs4^–/–^*), which demonstrate that dysregulated leptin receptor signaling is a key ciliopathy-mediated disruption contributing to obesity in BBS. Importantly, weight-matching through calorie restriction or pair-feeding to lean control body weights does not restore leptin signaling in these other BBS models, resulting in persistent hyperleptinemia and increased fat mass (24, 26). Compared with diet-induced obese models (23, 36, 37), *Bbs5^–/–^* mice exhibited distinct metabolic and immune characteristics, including rapid weight gain, pronounced immune dysregulation, and accelerated deterioration of glucose homeostasis and pancreatic function. While the models share hormonal changes and satiety impairments, *Bbs5^–/–^* mice displayed a unique immune profile characterized by elevated macrophages, a skewed M1/M2 balance, and Tregs with Th17-like phenotypes, resulting in a proinflammatory signature. These findings underscore disrupted adipose tissue homeostasis in *Bbs5^–/–^* mice, distinguishing them from diet-induced obesity models and emphasizing the importance of ciliopathy-specific mechanisms in metabolic dysfunction. Furthermore, primary cilia have been reported to cause changes in glucose homeostasis and insulin secretion in islet cells independently of body weight changes (16, 38, 39). This supports the hypothesis that ciliopathies, such as BBS, involve intrinsic defects in leptin and insulin pathways that are exacerbated, rather than solely caused, by obesity. However, further studies are warranted to determine whether metabolic dysfunctions, such as insulin resistance, are direct consequences of ciliopathy or secondary effects of obesity.

Our findings establish that GLP-1R signaling remained functional in *Bbs5^–/–^* mice, offering a compelling therapeutic target for BBS. This directly challenges the hypothesis by Shoemaker et al. (40) that GLP-1RAs may be ineffective in reducing appetite and body weight in the BBS population. In our study, treatment with semaglutide, a long-acting GLP-1RA, effectively mitigated core symptoms of BBS, including reduced food intake and decreased body weight, and improved glucose tolerance and neurobehavioral function. In *Bbs5^–/–^* mice, semaglutide normalized endocrine function, which may account for the observed improvements in insulin and leptin sensitivity, reduction in proinflammatory markers, and restoration of glucose tolerance. Collectively, these findings support the therapeutic potential of GLP-1RAs for managing BBS. This is further bolstered by a recent case report documenting significant weight loss in a BBS patient treated with a GLP-1RA (41).

Semaglutide exhibits broad metabolic and cognitive benefits that extend beyond weight loss. Prior studies show that semaglutide outperforms calorie restriction in diet-induced obese and pair-fed models, notably reducing pancreatic islet hypertrophy and enhancing β cell function (42). Pair feeding studies reveal that while calorie restriction promotes weight loss, it fails to reverse the broader spectrum of metabolic dysfunctions linked to obesity. By contrast, semaglutide has been shown to improve cognitive function, including enhancement of memory and learning, in both obese and nonobese rodent models (43). We hypothesize that semaglutide’s cognitive benefits are at least partially independent of weight loss, although concurrent metabolic improvements make it difficult to disentangle direct effects from secondary ones. Supporting this notion, Marinho et al. demonstrated that semaglutide produced weight-independent metabolic benefits in pair-fed diet-induced obese models (42). These findings underscore the potential of semaglutide to be an effective treatment option, but given the broad effects, there remains a need to establish optimal dosing regimens to ensure long-term safety and efficacy for pediatric and adult patients.

Our hypothalamic transcriptomics data revealed upregulated receptors, including calcitonin receptor, NPY2 receptor, and MC4R, providing insights into the neural mechanisms underlying metabolic dysregulation in *Bbs5^–/–^* mice. 

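The calcitonin receptor gene *Calcr* was at 40.8 ± 0.330 CPM (SD, n = 2) in the 12-week WT libraries and at 44.5 ± 4.50 CPM (SD, n = 3) in those labelled *Bbs5-/-*. Each of the 3 was higher than either WT library, but B4 only narrowly. They were at 41.5, 42.4 and 49.7 CPM in replicates B4, B5 and B6, against 41.1 and 40.6 CPM in WT replicates B1 and B3. The log2 fold change was 0.13 with a standard error of 0.18 (adjusted p = 0.966, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was 0.039 without replicate B6 and 0.17 without replicate B4. It was 0.060 in limma-trend on the deposited values with a pseudocount of 1. At 5 weeks the log2 fold changes in *Bbs5-/-* mice were 0.27 for *Calcr* with a standard error of 0.20, -0.19 for *Npy2r* with a standard error of 0.15 and 0.14 for *Mc4r* with a standard error of 0.24, and the adjusted p ranged from 0.534 to 0.810 in the same edgeR test. *Calcr* was at 0.014 without WT replicate E1 and 0.60 without WT replicate E3, *Npy2r* at -0.43 and 0.10, and *Mc4r* at -0.040 and 0.35, without the same 2 libraries in turn.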

Downregulation of hypothalamic *Foxg1* and *Foxo3* expression may partially explain the impaired insulin signaling and glucose homeostasis observed in obese *Bbs5^–/–^* mice (44). 

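At 12 weeks *Foxo3* was at 20.3 and 21.3 CPM in WT replicates B1 and B3 and at 5.62, 25.5 and 22.8 CPM in replicates B4, B5 and B6, labelled *Bbs5-/-*. Its log2 fold change was -0.21 with a standard error of 0.56 (adjusted p = 0.980, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was 0.21 without replicate B4 and -0.55 without replicate B5.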

Notably, the MC4R agonist setmelanotide (IMCIVREE) was recently approved by the US FDA to manage BBS-associated weight gain and is under evaluation for additional therapeutic effects in BBS patients (45, 46). However, hypersensitivity or allergic reactions to current medications, as well as defects in certain BBSome genes that disrupt NPY2 receptor trafficking to primary cilia, may limit the effectiveness of these therapies in specific BBS cases (47). Nevertheless, other receptor targets, such as the calcitonin receptor, present additional avenues for future targets in BBS that could serve as alternative effective therapeutics. Understanding these mechanisms could inform targeting of other aspects of the pathophysiology of BBS and similar ciliopathies, such as Alström syndrome.

Notably, the *Bbs5^–/–^* (*Bbs5^tm1b^*) mutation in our mice did not result in the increased mortality observed in *Bbs5^–/–^* (*Bbs5^tm1a^*) (48), *Bbs3^–/–^* (49), or *Bbip10^–/–^* mice (47), suggesting that the *Bbs5* mutation is not inherently lethal. This is consistent with the fact that there are patients with *BBS5* mutations who survive into adulthood. However, a previous study using the same *Bbs5^–/–^* (*Bbs5^tm1b^*) model reported abnormal retinal function (7) consistent with other BBS rodent models (50). *Bbs5^–/–^* mice exhibit significant visual impairments due to retinal degeneration, including a complete loss of cone photoreceptor function and reduced rod function, as evidenced by structural abnormalities in the outer nuclear layer and mislocalization of photoreceptor proteins. Importantly, these effects are age dependent, with retinal degeneration becoming pronounced only after 10 months of age (51). To avoid confounding our results with vision-related impairments, all experiments in this study were performed in younger mice, prior to the onset of severe retinal degeneration. Additionally, data from the MRC Harwell Institute indicate that sex differences may exist, with female mice showing fewer or less-severe visual defects compared with males. These findings emphasize the need to account for age and sex differences in experimental designs, and they highlight the limitations of the *Bbs5*-knockout model in fully replicating the visual phenotypes observed in human BBS. Our study illustrates the importance of studying ciliopathies, not only as rare genetic disorders but also as critical contributors to metabolic dysregulation in more prevalent forms of obesity. This is supported by recent evidence demonstrating that metabolic disorders such as type 2 diabetes (15, 52) and diet-induced obesity (30) are associated with downregulation in cilia genes — known to be involved in proliferation, cell cycle control, and cilia motility (1) — representing a potentially underexplored mechanism contributing to common obesity.

In conclusion, this work offers insights into the interplay between *Bbs5* deficiency, humoral and immune signaling, and metabolic dysregulation. The data support the development of GLP-1RAs as a promising therapeutic approach for managing the multifaceted clinical manifestations of BBS.

## Methods

### Sex as a biological variable

Both male and female mice were examined. Differences between sexes were evaluated to study mechanisms.

### Animals

WT C57BL/6J male mice (The Jackson Laboratory) and heterozygous *Bbs5^+/–^* mice that harbor a β-galactosidase (lacZ)–tagged, knockout allele of *Bbs5* in exon 4 and 5 (*Bbs5^tm1b(EUCOMM)Wtsi^*) maintained on a C57BL/6J background (MRC Harwell Institute) were used to produce *Bbs5^–/–^* mice. Upon arrival, mice were acclimated to housing at 22°C–24°C under a 12-hour light/12-hour dark cycle with ad libitum access to irradiated water and a low-fat chow diet (LFD; 3.1 kcal/g; Teklad 2018, Envigo) under pathogen-free conditions in the Animal Research Facility at the University of Florida. While both male and female heterozygous mice were fertile, no litters were produced when the homozygous *Bbs5^–/–^* mice were mated.

### Food intake, body weight, and body composition measurements

Food consumption was monitored manually using a weighing scale at the end of the dark period (more-active phase) and light period (less-active phase). Body weight was recorded between 10 am and noon using a conventional weighing scale, and body composition was measured in the unanesthetized mouse by a quantitative magnetic resonance method using an EchoMRI 700 Analyzer.

### Nesting behavior test

For nesting trials, each mouse was placed in the home cage with clean corncob bedding (approximately 150 g dry weight) and a single pressed cotton square at the end of the light cycle. Mice were allowed to form the nest, and photographs of nests formed after 12 hours and 24 hours were recorded for scoring analyses later. For analyses, at least 2 individuals masked to the study were provided the scoring criteria (adapted from ref. 53) and trained with baseline and example nests.

### NOR test

The NOR test was used to assess learning and memory in mice. The task was performed in the same chamber as the open field test. The NOR protocol consisted of 3 phases: habituation, familiarization, and test sessions. During the habituation session, mice were allowed to freely explore the empty open field for 5 minutes; 24 hours later, each mouse was returned to the arena, which contained 2 identical objects placed at symmetrical positions 5 cm from the arena wall and allowed to explore them freely for 10 minutes. During the familiarization session, most mice reached a minimum exploration total for both objects of 30 seconds. After a retention interval of 24 hours, the mouse was returned to the arena, where one of the objects was replaced by a novel object, and allowed to explore both the familiar object and the novel object for 10 minutes. All animal behavior tests were conducted in a room illuminated with standard fluorescent lights and digitally recorded with an overhead digital camera (HD Pro Webcam C920, Logitech). Analysis was performed using Noldus EthoVision XT videotracking software. Percent exploration time was calculated by dividing the time spent with either a familiar or a novel object by the total exploration time in the arena.

### Open field test

For 1 week before testing started, the mice were handled once a day for at least 5 minutes to reduce stress. The open field apparatus used in this study was a square arena (41 × 41 cm) with walls (height: 30.5 cm) to prevent the animals from escaping. Two regions are defined in the arena: the center, which accounts for 25% of the total area, and the periphery, which accounts for the remaining 75%. Tests were conducted during the dark phase, between 10 am and noon. Mice were placed in the center of the open field with lights on and then allowed to explore for 5 minutes. All animal behavior tests were conducted in a room illuminated with standard fluorescent lights and digitally recorded with overhead Logitech HD Pro Webcam C920 digital cameras. Analysis was performed using Noldus EthoVision XT videotracking software.

### EPM test

EPM testing was adapted from reported methods (54). The plus-shaped apparatus was made of painted wood and consisted of 2 opposite open arms and 2 opposite closed arms (30 × 5 cm) connected by a central platform (5 × 5 cm), with the arms and platform elevated 60 cm from the floor. To start the test, a naive mouse was placed at the center of the platform along the axis of the open arms, and its movements on the maze were recorded for 5 minutes with the overhead Logitech digital camera. The maze surfaces were then cleaned with 70% ethanol solution before placement of the next test mouse. Both the EPM and Y-maze tests were conducted in a room illuminated with standard fluorescence lights.

### Y- maze test

To begin the test, a naive mouse was placed at one corner of the light side with its head facing away from the opening. The mouse’s movements were digitally recorded for 8 minutes with an overhead digital camera (HD Pro Webcam C920, Logitech). The maze arm surface was cleaned with 70% ethanol solution before placement of the next test mouse.

For each behavioral test, mice in both groups were tested in a randomized order to offset potential test sequence bias. Test parameters were independently scored by 2–3 researchers masked to the experimental design. Mice were individually brought from the colony room to the behavioral room for the start of each behavioral test.

### IPGTT and insulin tolerance test

For IPGTT, after overnight fasting (~16 hours), an i.p. injection of 50% glucose (Sigma-Aldrich) solution at a dose of 2 g/kg body weight was administered to mice. For insulin tolerance tests, after a short fast (~6 hours), an i.p. injection of insulin (Humalog, Eli Lilly) at 0.5 IU/kg body weight was administered to mice. Blood glucose concentrations were determined from the tail vein using a hand-held glucometer (OneTouch UltraMini glucose meter; LifeScan) at 0, 15, 30, 60, and 120 minutes after glucose or insulin injections.

### Immunostaining of pancreas

Pancreases were dissected from 6 WT and 5 *Bbs5^–/–^* ad libitum fed male mice to assess the number of insulin-producing β cells. For tissue collection, following cardiac perfusion with PBS and 4% paraformaldehyde (PFA), the pancreas was removed and fixed in PFA for an additional 16 hours at 4°C. Following fixation, the tissue was washed with PBS and then embedded in paraffin. Pancreas sections (4 μm) were cut at 4 levels separated by 150 μm each (0, 150, 300, and 450 μm), with 2 serial sections placed per Superfrost Plus slide (ThermoScientific) at each level. The slides were stained using multiplex IHC (mIHC) according to methods similar to the mIHC described for human islets (55). All steps were performed at room temperature, except where noted. All primary antibodies were diluted in antibody diluent (Thermo Fisher Scientific), except for Ki-67, as described below. Sections were heated at 60°C for 1 hour, dewaxed in xylenes, and rehydrated in descending ethanols. Sections were subjected to antigen retrieval using preheated citrate buffer (BioGenex) for 20 minutes in a steamer, followed by cooling for 20 minutes. Endogenous peroxidase and alkaline phosphatase (AP) activity was blocked with 3% hydrogen peroxide for 10 minutes. Sections on the left side were blocked with mouse-on-mouse (M.O.M.) Ig blocking reagent (Vector, PK-2200) made up in diluent for 1 hour, followed by 5 minutes in M.O.M. diluent. The rabbit anti–Ki-67 antibody (Novus Bio, NB500-170) was diluted in M.O.M. diluent at 1:200 and incubated for 1 hour. To detect Ki-67 binding, a biotinylated goat anti-rabbit secondary antibody was used at 1:250 dilution for 30 minutes, followed by the ABC reagent (Vector, AK-5000) for 5 minutes. Sections on the right side were incubated with Sniper (Biocare, BS966M) for 10 minutes and rabbit anti-somatostatin (anti-SST) (Agilent/Dako, A0566) diluted at 1:1,000 for 1 hour. To detect SST binding, sections were incubated with goat anti-rabbit HRP conjugate (Biocare, RHRP520). The chromogen DAB was used to detect Ki-67 and SST for 1–6 minutes. Slides were then subjected to a second citraconic anhydride (Citra) antigen retrieval for 5 minutes, followed by 15 minutes cooling. Sections were then blocked with dual endogenous enzyme-blocking reagent (DEEB, Agilent/Dako, S200389-2) (10 minutes) and Avidin/Biotin/Sniper (Vector, SP-2001) (3 minutes each) in turn, followed by mouse anti-glucagon (Abcam, ab10988) (1:1,000, 30 minutes) and goat anti-mouse AP conjugate (Biocare Medical, MALPH521H) (30 minutes), and detected using Ferangi Blue (Biocare Medical, FB813H) (2 minutes). Sections were subjected to a third Citra antigen retrieval, followed by guinea pig anti-insulin (Agilent/Dako, A0564) (1:1,000, 30 minutes), biotinylated goat anti-guinea pig IgG (Vector, BA-7000) (30 minutes), and Warp Red chromogen (Biocare Medical, WR806) (1 minute). Sections were counterstained with hematoxylin (Biocare Medical) at 1:10 for 30 seconds, followed by air drying and mounting.

### Blood collection and hormone analysis

Blood samples were collected 2–3 hours after dark onset from the tail vein of mice that had ad libitum food access. The blood samples were collected in tubes containing EDTA (1.5 mg/mL blood), protease inhibitor cocktail (10 mL/mL blood; Sigma-Aldrich), and dipeptidyl peptidase IV inhibitor (DPP-IV inhibitor, 10 mL/mL blood; Millipore) and centrifuged for separation of plasma, which was stored at –80°C until analysis.

Plasma concentrations of amylin (active), C-peptide 2, ghrelin, GIP (total), GLP-1 (active), glucagon, insulin, leptin, PP, PYY, resistin, and secretin were measured in duplicate by Eve Technologies using a commercially available Mouse Metabolic Hormone 12-Plex Discovery Assay (MilliporeSigma) according to the manufacturer’s protocol on a Luminex 200 system (Thermo Fisher Scientific). Assay sensitivities of these markers range from 1.4 to 91.8 pg/mL for the 12-plex. Individual analyte sensitivity values are available in the MilliporeSigma MILLIPLEX MAP protocol.

### Isolation of the stromal-vascular fraction from eWAT

The stromal vascular fraction was isolated from the visceral adipose tissue as previously described (Figure 3A) (56). Briefly, eWAT was harvested and weighed. eWAT explants (500 mg) were digested in 1 mL DMEM supplemented with 2% fatty acid–free BSA (Sigma-Aldrich, 126575), HEPES (10 mM), Liberase TM (thermolysin medium) (25 μg/mL) (Roche, 05401119001), and DNAse (250 μg/mL) (Roche, 10104159001) for 1 hour at 37°C. Digested tissue was filtered through a 150 μm mesh into preheated DMEM containing 2% FBS. Cells were spun down at 4°C, 500*g*, for 10 minutes. Cell pellets were suspended in 0.5 mL ammonium-chloride-potassium (ACK) buffer to lyse contaminating erythrocytes. Cells were spun and collected at 2,200*g* for 5 minutes at 4°C. Cells were resuspended in FACS buffer.

### Adipose tissue immunophenotyping and flow cytometry

Single-cell suspensions from eWAT samples from mice of both groups and both sexes were stained with fluorescent dye–conjugated antibodies in FACS buffer (PBS containing 2% FBS and 1 mM EDTA) (56). For intracellular cytokine or transcription factor staining, cells were fixed and permeabilized with the *Foxp3* staining buffer set (eBioscience, 00-5523-00). Data were acquired on a BD LSRFortessa and analyzed using the FlowJo software package. Cell sorting was performed on a BD FACSAria III flow cytometer and cell sorter. The following flow antibodies were used: anti-mouse CD4 PE/Cy7 (clone GK1.5) (BioLegend, 100422), anti-mouse IL-17a PE (clone TC11-1810.1) (BioLegend, 506903), anti-mouse CD45 PerCP/Cy5.5 (clone 30-F11) (BioLegend,103131), anti-mouse GATA3 (BioLegend, 653809), anti–mouse/human CD11b PE/Cy7 (clone M1/70) (BioLegend, 101216), anti-mouse/human CD11b Brilliant Violet 605 (clone M1/70) (BioLegend, 101237), anti–mouse inducible NO synthase (iNOS) (Invitrogen, 125920), anti–mouse Foxp3 Pacific blue (clone MF-14) (BioLegend, 26410), anti–mouse/human Arg1 FITC (R&D Systems, IC5868F), anti-mouse F4/80 PerCP/Cy5.5 (clone BM8) (BioLegend, 123127), anti–mouse MGL2/CD301B (BioLegend, 146807), anti–mouse/human T-bet PE/Cy7 (clone 4B10) (Biolegend, 644824), anti–mouse/human RORγt (APC, clone AFKJS-9) (Invitrogen, 17698882), anti–mouse Ly6G (clone 1A8) (BioLegend, 127613), and PE anti–mouse CD206 (clone C068C2) (BioLegend, 141705).

### Core hypothalamic tissue dissection

For the RNA-Seq experiment, core hypothalamic tissues of 5-week-old (pre-obesity) and 12-week-old (3 *Bbs5^–/–^* and 2 WT littermates per age group) mice were collected using a brain tissue slicer and micropuncher (Integra-Miltex). Briefly, the head was decapitated by cutting posterior to the ears, and a midline skin incision was made caudal to the sagittal suture, with care taken not to cut through the brain. A small cut was made through the anterior of the skull between the eyes. Parietal bones were tilted to expose the brain with meninges. The brain was freed from the meninges and gently lifted from the skull by curved narrow forceps. It was then placed on a precooled petri dish and transferred onto ice. The brain was placed on a precooled brain slicer and sliced using 2 blades. The tissue slice was removed and transferred to a Sylgard-coated petri dish with ice-cold sterile PBS. Part of the hypothalamus was isolated using an Integra Miltex disposable biopsy punch. The punched tissue was immediately transferred onto a labeled Eppendorf tube and snap-frozen on dry ice.

### Hypothalamic RNA-Seq

The libraries for RNA-Seq were prepared with a KAPA Stranded RNA-Seq Kit (Roche). Integrity and quantification of RNA were assessed using a 4200 TapeStation Instrument (Agilent Technologies). 250 ng RNA was taken for RNA-Seq library preparation. Sample libraries were prepared with the NEBNext Ultra Directional RNA Library Prep for Illumina kit (New England Biolabs). The workflow consisted of mRNA enrichment, cDNA generation, and end repair to generate blunt ends, A-tailing, adaptor ligation, and PCR amplification. Sequencing was performed on an Illumina Hiseq3000 for a single-read 50 runs.

#### Data processing.

The quality of FASTQ files was checked using fastQC, and then the reads were aligned to GRCh38 bt TopHat and Bowtie (57). The BAM files outputted by TopHat were quality checked by RSeQC (58) and mapped by SAMtools (https://www.htslib.org/). The reads of the filtered BAM files were counted using featureCounts (59). Processing of RNA-Seq data was performed by Adrien Jeanniard (UCLA Scientific Core Services, Los Angeles, California USA). RNA-Seq analyses were done by use of DESeq2 (60), a method for differential analysis of count data using shrinkage estimation for dispersions and fold changes (FCs) to improve stability and interpretability of estimates. In brief, normalized counts were calculated by dividing raw read counts by sized factors and fitted to a negative binomial distribution, followed by the generalized linear model (GLM) likelihood ratio test (61). Statistical significance (*P* values) for differentially expressed genes (DEGs) were first corrected by using the R fdrtool (v.1.2.15) package and then adjusted for multiple testing with the Benjamini-Hochberg correction. 9,300 transcripts were removed, as the samples lacked those expressions. 

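The deposited expected counts list 24054 genes, of which 3290 had a count of 0 in all 10 libraries. The authors' deposited table of normalized values for 5 weeks leaves out 8938 of the 24054 genes, and the one for 12 weeks lists all of them. In the comparisons made here filterByExpr removed 8031 genes at 5 weeks and 7796 at 12 weeks.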

Differential expression ratio and log_2_ FC were calculated for each significant gene. Downregulation was indicated by negative FC, whereas positive values represented upregulations.

### Acute drug studies

#### Leptin.

Animals were fasted overnight (~12–14 hours) before receiving an i.p. injection 1 hour in the dark period of either 0.1% wt/vol BSA (vehicle) or recombinant murine leptin (2 mg/kg body weight; R&D Systems) and monitored for changes in food intake and body weight over 24 hours.

#### CCK-8.

Animals were fasted overnight (~12–14 hours) before receiving an i.p. injection 1 hour in the dark period of either 0.1% wt/vol BSA (vehicle) or CCK-8 sulfated (2 or 4 μg/kg body weight; Tocris Bioscience) and monitored for changes in food intake and body weight over 24 hours.

#### Exendin-4.

Animals were fasted overnight (~12–14 hours) before receiving an i.p. injection 1 hour in the dark period of either 0.1% wt/vol BSA (vehicle) or the GLP-1RA exendin-4 (0.1, 1, or 2 μg/kg body weight; Tocris Bioscience). They were then monitored for changes in food intake and body weight over 24 hours.

### Semaglutide study

To determine the therapeutic potential of GLP-1RA on body composition, food intake, and glucose tolerance, we subcutaneously injected mature animals (18–30 weeks old) with either vehicle (6% vol/vol DMSO in 0.9% saline) or semaglutide (0.15 mg/kg body weight; gift from Novo Nordisk) in a crossover study design (Figure 5A). Mice were injected with the drugs once daily at the onset of dark period and fed ad libitum for 2 weeks. Animals were monitored daily for changes food intake and body weight and weekly for changes in body composition, and underwent biweekly glucose tolerance tests.

### Statistics

Statistical analysis for the experiments is described in the figure legends and was performed using GraphPad Prism 8.3 software. One-way ANOVA, with or without repeated measures, was used for comparing groups; 2-way ANOVA, with or without repeated measures, was used for comparing more than one factor between groups, as performed for food intake, fat mass, lean mass, body weight, weight gain, and blood glucose during IPGTT and insulin tolerance tests. Mixed-model analysis was used in case there were missing data. The sample size (*n*) for each experiment is shown in the figure legends and corresponds to the sample derived from the individual mice. Data are presented as mean ± SEM, and a *P* value less than 0.05 was considered statistically significant.

### Study approval

Experiments on animals were performed in accordance with the *Guide for the Care and Use of Laboratory Animals of the NIH* (National Academies Press, 2011). All mouse experiments were performed according to the regulations of and with approval by the Institutional Animal Care and Use Committee of the University of Florida (protocol 202110305).

### Data availability

All data points shown in graphs, as well as the RNA-Seq differential fold change dataset, are available in the Supporting Data Values file. All RNA transcriptomics data generated for this manuscript have been deposited in the NCBI’s Gene Expression Omnibus database (GEO GSE293590).

## Author contributions

AS, and GL conceived the study design. AS, GL, and SCS secured funding. AS, NH, MY, SL, SM, LJ, and MCT performed the experiments. AS, NH, MY, SM, GL, LJ, and SCS analyzed the data, and AS and GL wrote the manuscript. All authors reviewed and edited the manuscript and had final approval of the submitted version.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
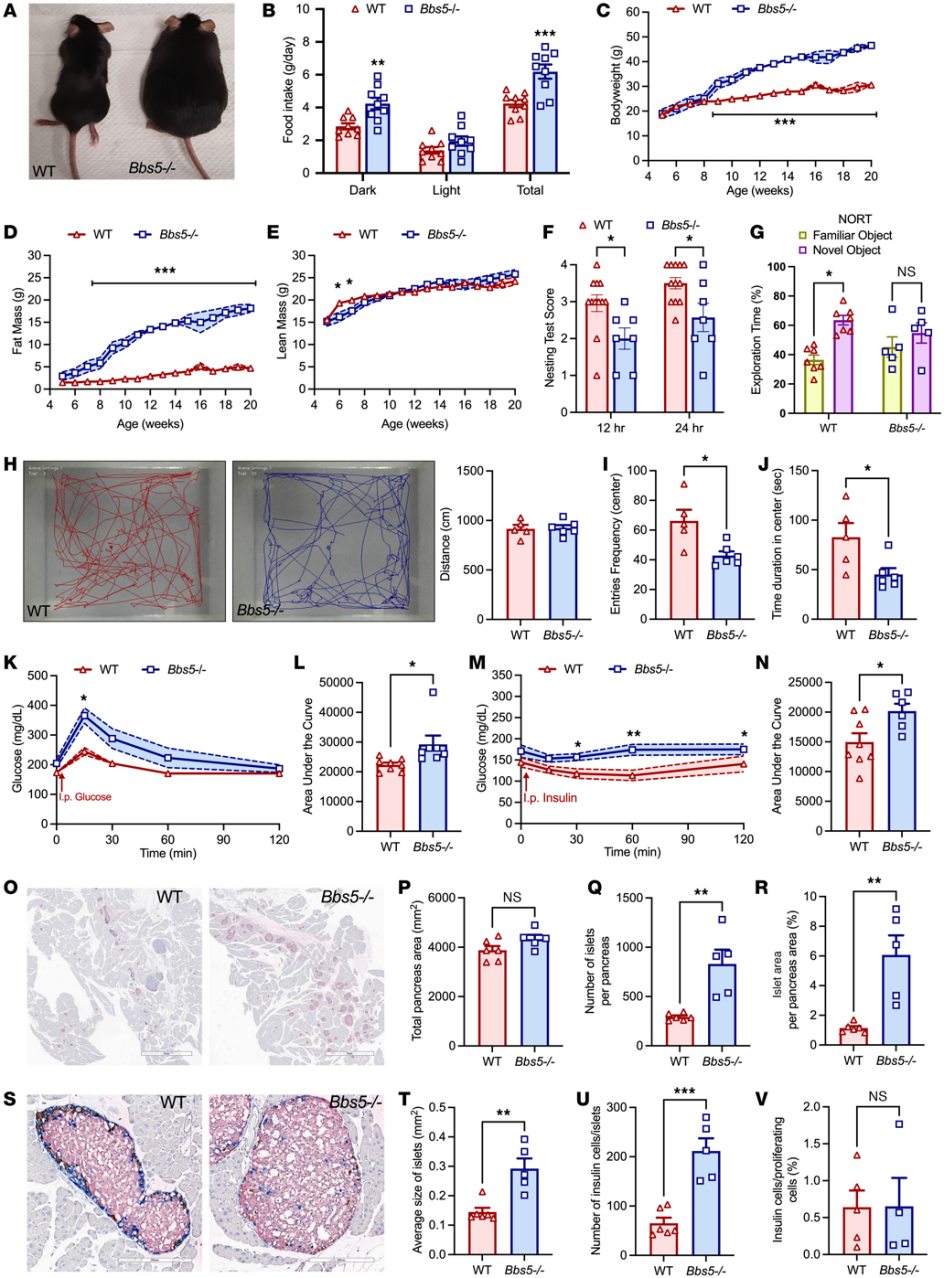
Adult *Bbs5*-null mice are morbidly obese, hyperphagic, glucose intolerant, and have behavioral and learning impairments. (**A**) Representative image of 12-week-old ad libitum chow-fed male WT C57BL/6J and *Bbs5^–/–^* mice. (**B**) Average cumulative daily ad libitum food intake during 12-hour dark and light and 24-hour periods in 10- to 18-week-old mice (*n* = 9 per group). (**C**–**F**) Weekly body weight (**C**), fat mass (**D**), and lean mass (**E**) during development in 5- to 20-week-old male mice (*n* = 5–12 per group). (**F**) Nest-building score after 12 and 24 hours upon provision of cotton-pressed nestlets for 12- to 18-week-old mice (*n* = 7–12 per group). (**G**) Percent exploration time with familiar or novel objects in the NOR paradigm (*n* = 5–8 per group). (**H**) Representative traces of WT and *Bbs5^–/–^* mice during 5-minute open-field test. (**H**–**J**) Distance traveled (**H**), number of entries (**I**), and time duration in the center (**J**) in 14- to 18-week-old mice (*n* = 6 per group). (**K** and **L**) Intraperitoneal glucose tolerance (**K**) and area under the curve (**L**) in 11- to 18-week-old mice (*n* = 6–8 per group). (**M** and **N**) Insulin tolerance (**M**) and area under the curve (**N**) in 11- to 18-week-old mice (*n* = 6–8 per group). (**O**–**V**) Representative images of islet immunohistochemistry for insulin, glucagon, and somatostatin staining from pancreas sections (**O**; scale bars: 3 mm); quantitative analyses of total pancreas area (**P**); number of islets (**Q**); percent islet area (**R**); higher-magnification images showing normal distribution of central β cells (pink), with peripherally located glucagon (blue) and somatostatin (brown) cells (**S**; scale bars: 200 μm); average islet size (**T**); number of insulin cells per islet (**U**); and percent insulin cells relative to proliferating cells (**V**) of 16- to 18-week-old mice (*n* = 5–6 per group). Data in **B**–**G**, **K**, and **M** were analyzed using repeated-measure 2-way ANOVA with Benjamini, Krieger, and Yekutieli post hoc test (FDR = 0.05) to compare individual time points. Data in **H**–**J**, **L**, **N**, **P**–**R**, and **T**–**V** were analyzed using Student’s 2-sided, 2-tailed *t* test. Data are mean ± SEM from chow-fed WT and *Bbs5^–/–^* male mice; *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 2:**
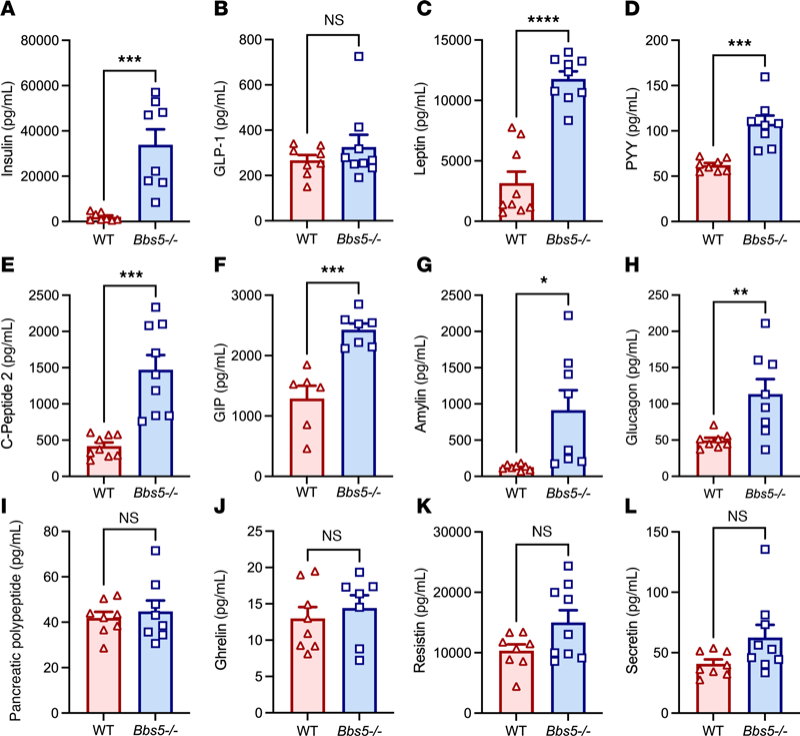
Adult *Bbs5*-null mice have dysregulated plasma levels of circulating metabolic hormones. (**A**–**L**) Plasma concentrations of insulin (**A**), GLP-1 (active) (**B**), leptin (**C**), PYY (**D**), C-peptide 2 (**E**), GIP (total) (**F**), amylin (active) (**G**), glucagon (**H**), PP (**I**), ghrelin (**J**), resistin (**K**), and secretin (**L**) in 15- to 22-week-old ad libitum chow-fed male and female WT C57BL/6J and *Bbs5^–/–^* mice (*n* = 9 per strain). Data in **A**–**L** were analyzed using Student’s 2-sided, 2-tailed *t* test. Data are mean ± SEM from WT and *Bbs5^–/–^* mice; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 3:**
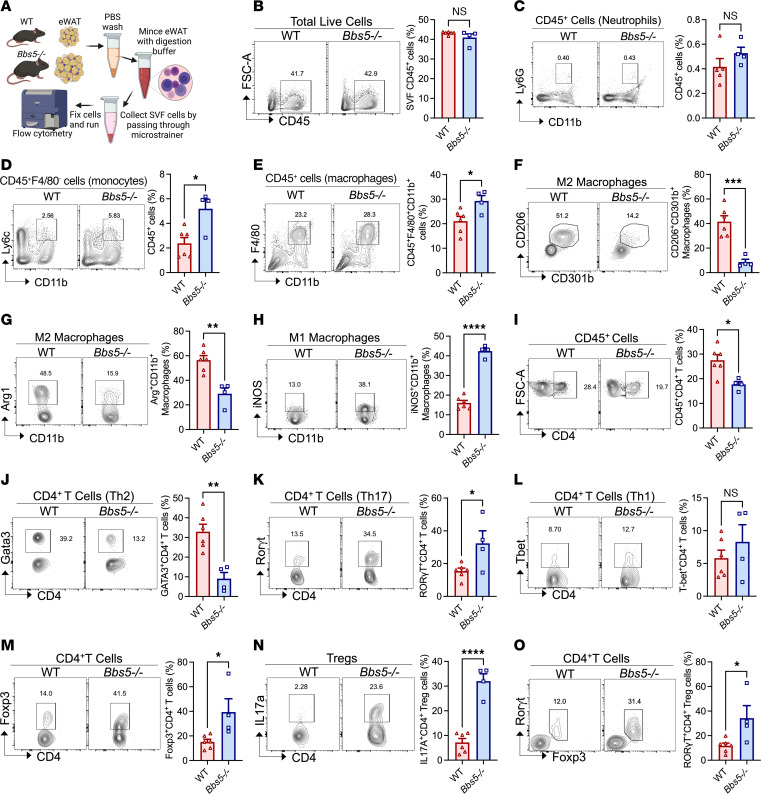
Adult *Bbs5-*null mice have a proinflammatory white adipose immunophenotype. (**A**) Schematic workflow diagram of the isolation of immune cells in the stromal vascular fraction (SVF) of eWAT from male WT and *Bbs5^–/–^* mice by flow cytometry. (**B**–**O**) Flow cytometry analysis of CD45^+^ cells (**B**), neutrophils (**C**), Ly6G^hi^ monocytes (**D**), total macrophages (**E**), CD206^+^CD301b^+^ M2 macrophages (**F**), Arg^+^ M2 macrophages (**G**), iNOS^+^ M1 macrophages (**H**), CD45^+^CD4^+^ T cells (**I**), Gata3 Th2 cells (**J**), Rorγt Th17 cells (**K**), T-bet Th1 cells (**L**), Foxp3^+^ Tregs (**M**), IL-17^+^ Tregs (**N**), and Rorγt^+^Foxp3^+^ Tregs (**O**) in eWAT of 18- to 22-week-old male WT and *Bbs5^–/–^* mice (*n* = 4–6 per group). Data are representative of 2 independent experiments. Data in **B**–**O** were analyzed using Student’s 2-sided, 2-tailed *t* test. Data are mean ± SEM from male WT and *Bbs5^–/–^* mice; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 4:**
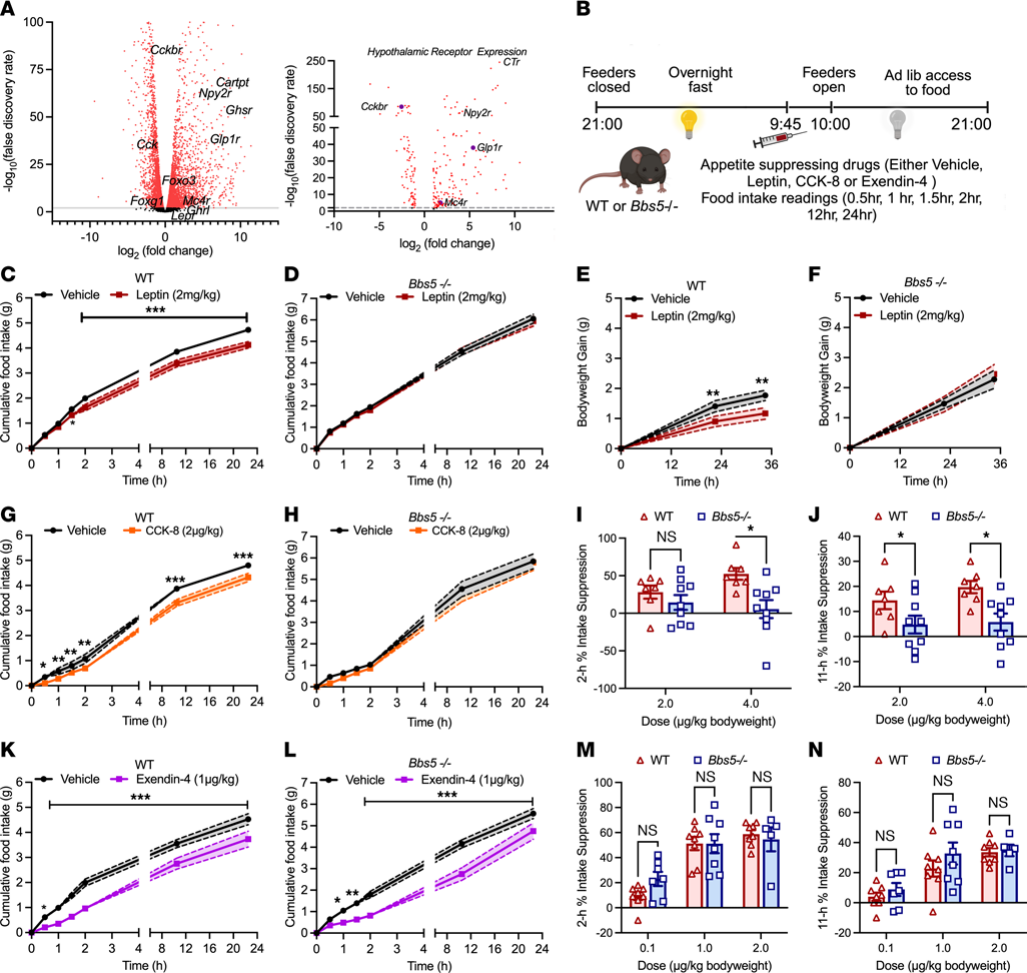
Hypothalamic RNA transcriptomics predicts leptin and CCK resistance but retention of GLP-1 response in male *Bbs5*-null mice. (**A**) Volcano plot of differential expression changes, plotting the log fold change (FC) in receptors in the hypothalamus in 12-week-old male *Bbs5^–/–^* relative to WT mice (*n* = 2–3 per group). Red dots represent significant differences; black, nonsignificant. (**B**) Schematic experimental design to determine anorexigenic effects of leptin, CCK-8, and GLP-1RA exendin-4 in overnight-fasted male WT and *Bbs5^–/–^* mice. (**C** and **D**) The effect of i.p. leptin (red, 2 mg/kg body weight) or vehicle (black) injection on cumulative ad libitum food intake in 12- to 18-week-old male WT (**C**) and *Bbs5^–/–^* (**D**) mice over 24 hours (*n* = 9 per group). (**E** and **F**) Body weight gain in WT (**E**) and *Bbs5^–/–^* (**F**) mice at 24 and 36 hours after leptin injections. (**G** and **H**) Effect of i.p. CCK-8 (orange, 2 μg/kg body weight) or vehicle (black) injection on cumulative ad libitum food intake in 12- to 18-week-old male WT (**G**) and *Bbs5^–/–^* (**H**) mice over 24 hours (*n* = 7–9 per group). (**I** and **J**) Food intake suppression after 2 (**I**) or 11 hours (**J**) in 12- to 18-week-old male WT and *Bbs5^–/–^* mice following CCK-8 (2 or 4 μg/kg body weight) relative to saline injection (*n* = 7–9 per group). (**K** and **L**) Effect of i.p. exendin-4 (purple, 1 μg/kg body weight) or vehicle (black) injection on cumulative ad libitum food intake in 12- to 18-week-old male WT (**K**) and *Bbs5^–/–^* (**L**) mice over 24 hours (*n* = 8 per group). (**M** and **N**) Food intake suppression after 2 (**M**) or 11 hours (**N**) in 12- to 18-week-old male WT and *Bbs5^–/–^* mice following exendin-4 (0.1 or 1 or 2 μg/kg body weight) relative to saline injection (*n* = 8 per group). Data in **C**–**N** were analyzed using repeated-measure 2-way ANOVA with Benjamini, Krieger, and Yekutieli post hoc test (FDR = 0.05) to compare individual time points. Data are mean ± SEM from chow-fed WT (vehicle or drug treated) and *Bbs5^–/–^* (vehicle or drug treated) male mice; nd, no discovery; *P < 0.05; **P < 0.01; ***P < 0.001.

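Among the other genes named in the plot, *Ghsr*, the ghrelin receptor gene, was at 9.23 ± 0.0321 CPM (SD, n = 2) in WT and 7.75 ± 3.82 CPM (SD, n = 3) in the 12-week libraries labelled *Bbs5-/-*, a log2 fold change of -0.25 with a standard error of 0.42 (adjusted p = 0.969, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 0.11 without replicate B4 and -0.51 without replicate B5. *Cartpt* was at 116.0 ± 22.3 CPM (SD, n = 2) and 137.6 ± 60.3 CPM (SD, n = 3), a log2 fold change of 0.25 with a standard error of 0.32 (adjusted p = 0.966, same edgeR test), and it was -0.17 without replicate B4 and 0.48 without WT replicate B3. *Ghrl* was at 0.624 ± 0.420 CPM (SD, n = 2) and 1.02 ± 0.502 CPM (SD, n = 3), a log2 fold change of 0.69 with a standard error of 0.60 (adjusted p = 0.966, same edgeR test). It was 0.15 without WT replicate B1 and 1.64 without WT replicate B3.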

**Figure 5:**
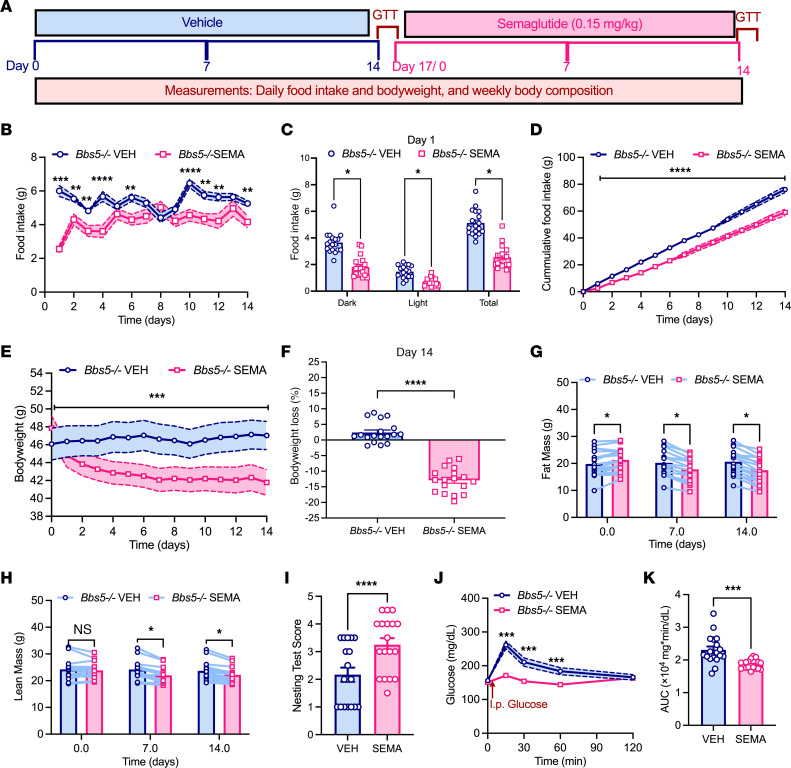
GLP-1RA semaglutide promotes hypophagia-induced weight loss and improves nesting behavior and glucose tolerance in adult *Bbs5*-null mice. (**A**) Schematic diagram of study timeline: obese ad libitum chow-fed *Bbs5^–/–^* mice received daily subcutaneous injections of vehicle (blue) for 14 days, followed by semaglutide (pink, 0.15 mg/body weight) for 14 days; and were observed for changes in feeding, body composition, nest-building behavior, and glucose tolerance. The data in **B**–**K** are from 19- to 30-week-old *Bbs5^–/–^* mice (*n* = 18; 6 males and 12 females). (**B**–**D**) Changes in ad libitum chow intake daily over 24 hours (**B**); average cumulative intake during 12-hour dark and 12-hour light and 24-hour periods (**C**); and average cumulative daily food intake during 14 days of vehicle (VEH) or semaglutide (SEMA) therapy (**D**). (**E**–**H**) Average daily changes in body weight (**E**); average percent weight loss (**F**); and weekly changes in fat mass (**G**) and lean mass (**H**) after semaglutide therapy. (**I**) Nesting score after 12 and 24 hours upon provision of pressed cotton nestlet before and after semaglutide therapy. (**J** and **K**) Intraperitoneal glucose tolerance (**J**) and area under the curve (**K**) before and after semaglutide therapy. Data in **B**–**K** were analyzed using Student’s 2-sided, 2-tailed *t* test or repeated-measure 2-way ANOVA with Benjamini, Krieger, and Yekutieli post hoc test (FDR = 0.05) to compare individual time points. Data are mean ± SEM from vehicle- or drug-treated mice; *P < 0.05; **P < 0.01.

**Figure 6:**
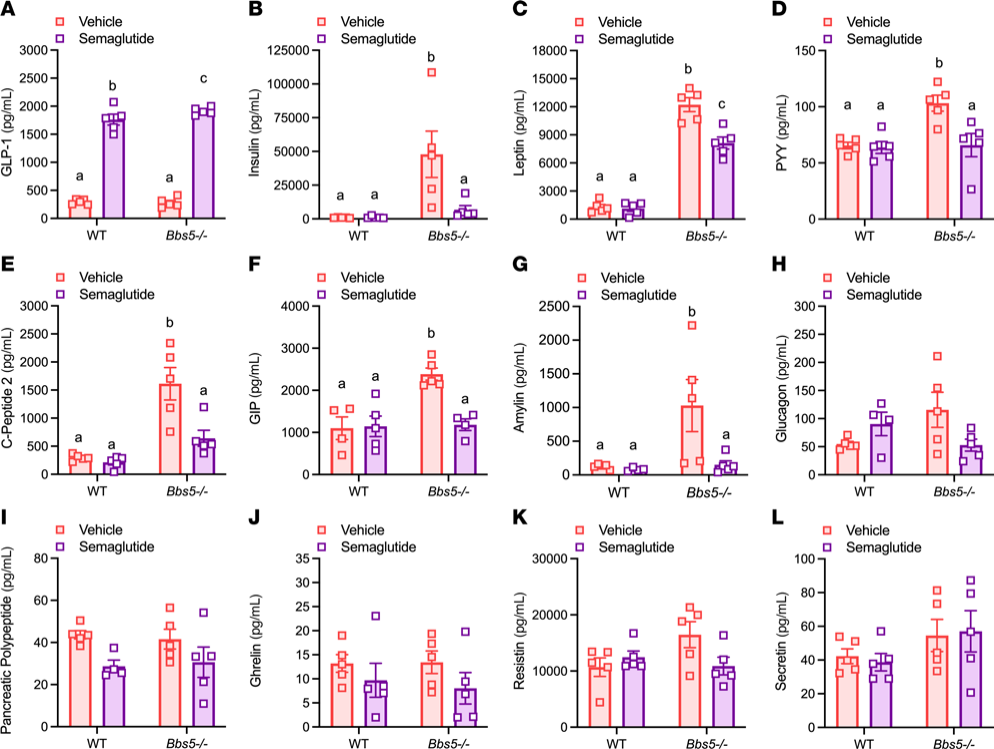
Semaglutide treatment improves dysregulated plasma levels of circulating metabolic hormones in adult *Bbs5*-null mice. (**A**–**L**) Plasma concentrations of GLP-1 (active) (**A**), insulin (**B**), leptin (**C**), PYY (**D**), C-peptide 2 (**E**), GIP (total) (**F**), amylin (**G**), glucagon (**H**), PP (**I**), ghrelin (**J**), resistin (**K**), and secretin (**L**) in 22- to 28-week-old female ad libitum chow-fed WT C57BL/6J and *Bbs5^–/–^* mice (*n* = 5 per group) before and after semaglutide therapy. Data in **A**–**L** were analyzed using 2-way ANOVA with Benjamini, Krieger, and Yekutieli post hoc test (FDR = 0.05) to compare individual time points. Data are mean ± SEM from WT and *Bbs5^–/–^* mice; means with no letters in common represent significantly different values (*P* < 0.05).

# Supplementary material for: Transcriptome-guided GLP-1 receptor therapy rescues metabolic and behavioral disruptions in a Bardet-Biedl syndrome mouse model
**Source:** J Clin Invest. 2025 Apr 15;135(12):e184636. doi: 10.1172/JCI184636
**Supplement:** Supplemental data

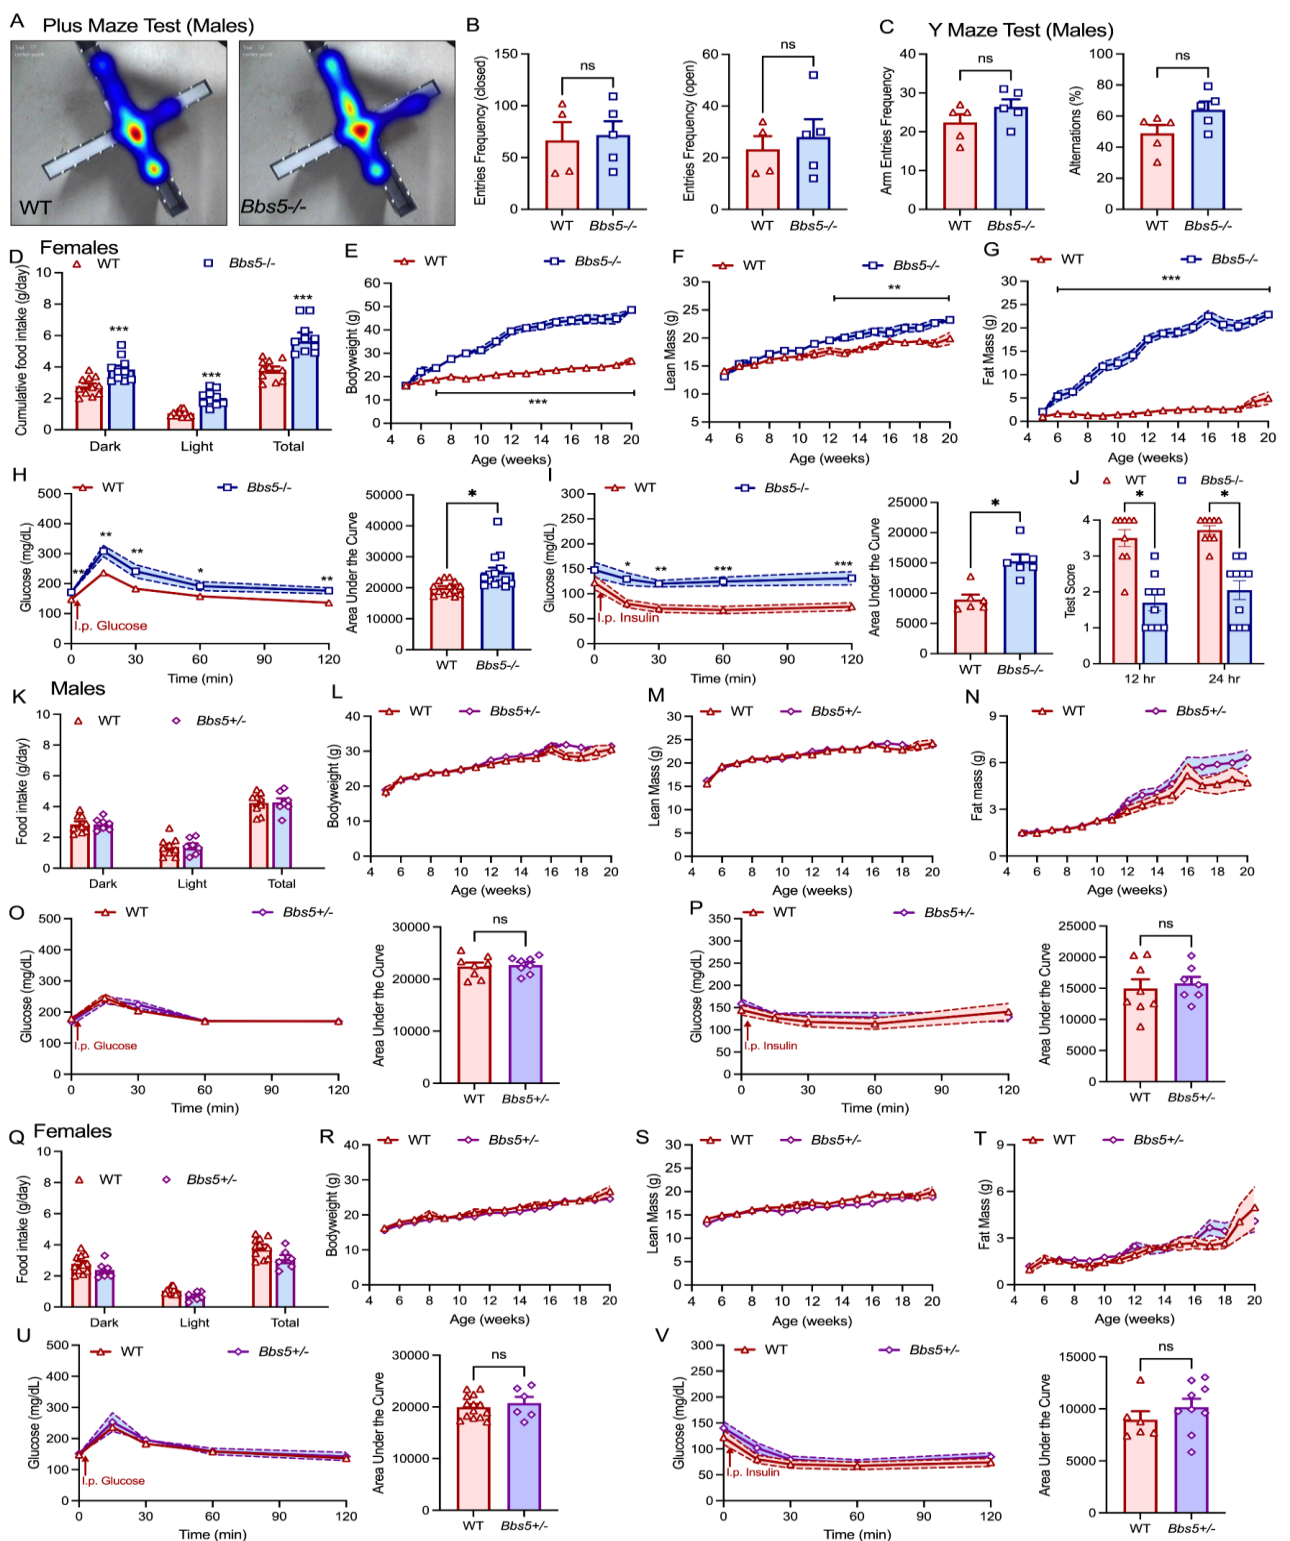

**Supplementary Figure. 1| Female *Bbs5* null mice are morbidly obese, hyperphagic, glucose intolerant, and have cognitive impairments while male and female heterozygous *Bbs5* (+/-) were no different compared to WT controls. A-B**, Representative plus maze heatmaps from littermate wildtype (WT) and *Bbs5*<sup>-/-</sup> male mice respectively (A) and number of entries in closed and open arms (B). **C**, Y-maze arm entries frequency, and 5-min elevated in 10-18-weeks-old male mice (n= 5 per group). The data in **D-J** are from female mice. **D**, Average cumulative daily *ad libitum* food intake during 12-hour dark and light, and 24-hour periods in 10-18-weeks-old female mice (n= 10-11 per group). **E-G**, Weekly body weight (E), lean mass (F), and fat mass (G) development in chow-fed 5- 20-weeks-old female WT and *Bbs5*<sup>-/-</sup> mice (n= 5-11 per group). **H-I**, Intraperitoneal glucose tolerance and its area under the curve (H) and insulin tolerance and its area under the curve (I) in 11-18-week-old female WT and *Bbs5*<sup>-/-</sup> mice (n= 6-8 per group). **J**, Nest building score after 12 and 24 hours upon providing cotton-compressed nestlet in 12-19-weeks-old female mice (n= 9-10 per group). The data in **K-V** are from heterozygous *Bbs5*<sup>+/-</sup> and WT mice. **K**, Average cumulative daily *ad libitum* chow intake during 12-hour dark and light, and 24-hour periods in 10-18-weeks old male WT and *Bbs5*<sup>+/-</sup> mice (n= 10-11 per group, 9 to 18 weeks old mice). **L-N**, body weight (L), lean mass (M), and fat mass (N) development in chow-fed 5 – 20-weeks-old WT and *Bbs5*<sup>+/-</sup> male mice (n= 5-12 per group). **O-P**, Intraperitoneal glucose tolerance and its area under the curve (O), and insulin tolerance and its area under the curve (P) in 11-18-week-old WT and *Bbs5*<sup>+/-</sup> male mice (n= 6-8 per group). **Q**, Average cumulative daily *ad libitum* chow intake during 12-hour dark and light, and 24-hour periods in 10-18-weeks old female WT and *Bbs5*<sup>+/-</sup> mice (n= 10-11 per group). **R-T**, body weight (R), lean mass (S), and fat mass (T) development in chow-fed 5 – 20-weeks-old WT and *Bbs5*<sup>+/-</sup> female mice (n= 5-12 per group). **U-V**, Intraperitoneal glucose tolerance and its area under the curve (U), and insulin tolerance and its area under the curve (V) in 11-18-week-old WT and *Bbs5*<sup>+/-</sup> female mice (n= 6-8 per group). Data in **B-C** were analyzed using Student's two-sided, two-tailed *t*-test. Data in **D-V** were analyzed using repeated measures two-way analysis of variance (ANOVA) with Benjamini, Krieger, and Yekutieli post hoc test (FDR = 0.05) to compare individual time points. Data are mean ± s.e.m.; ns, not significant; \**P*<0.05; \*\**P*<0.01; \*\*\**P*<0.001.

Females

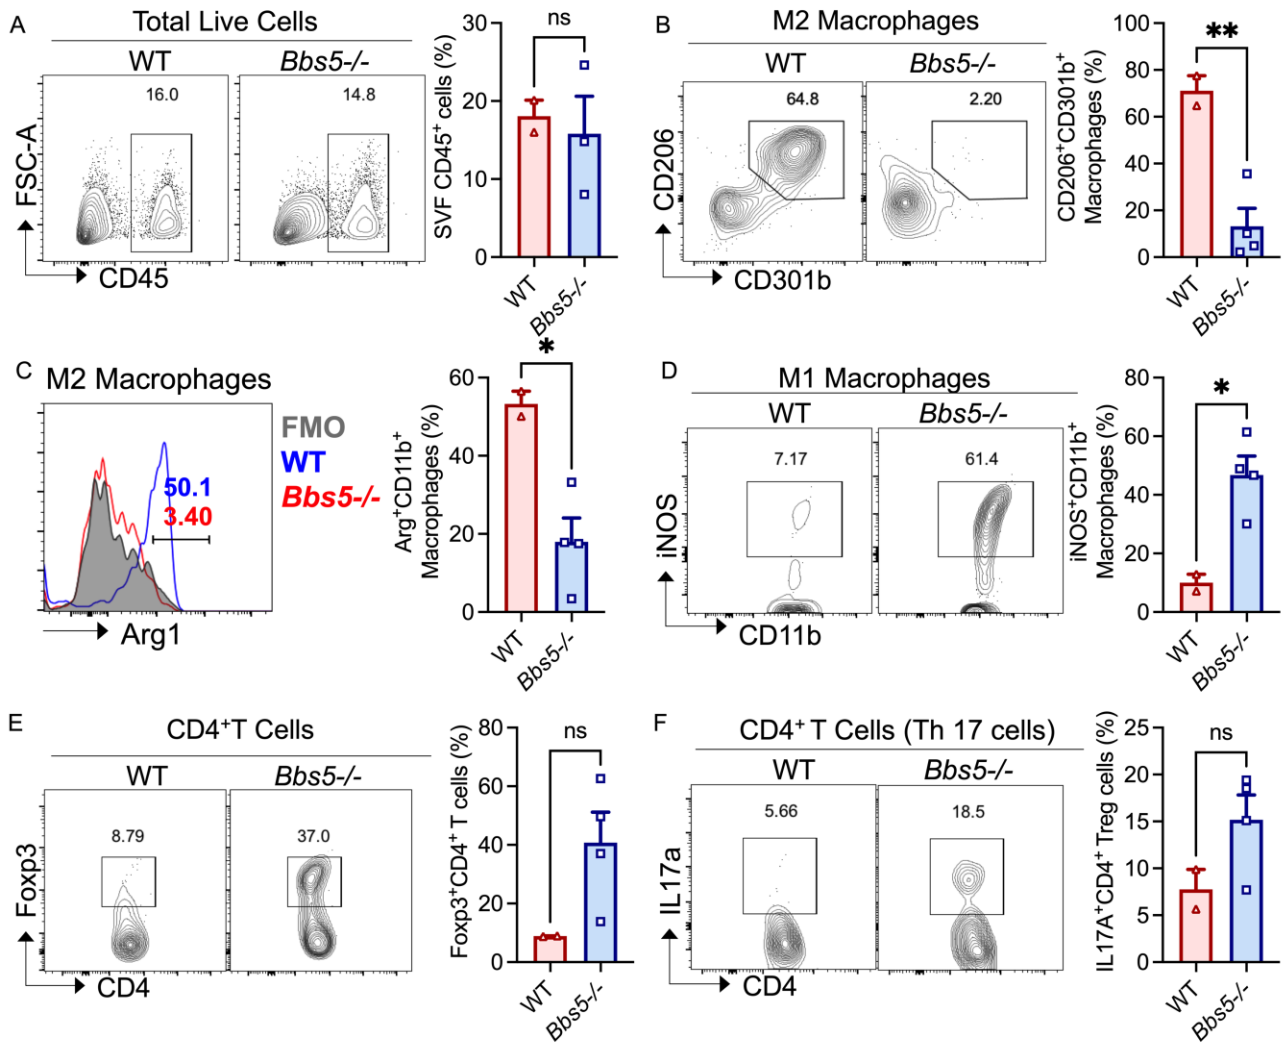

**Supplementary Figure. S2| Female *Bbs5* null mice have proinflammatory white adipose immunophenotype.** Flow cytometry analysis of CD45<sup>+</sup> cells (A), CD206<sup>+</sup>CD301b<sup>+</sup> M2 macrophages (B), Arg<sup>+</sup> M2 macrophages (C), iNOS<sup>+</sup> M1 macrophages (D), Foxp3<sup>+</sup> Tregs (E), IL17<sup>+</sup> Tregs (F) in eWAT of 18-21 weeks old WT and *Bbs5*<sup>-/-</sup> male mice (n= 2-4 per group). Data are representative of two independent experiments. Data in A-F were analyzed using Student's two-sided, two-tailed *t*-test. Data are mean  $\pm$  s.e.m. from WT and *Bbs5*<sup>-/-</sup> female mice; ns, not significant; \**P*<0.05; \*\**P*<0.01.

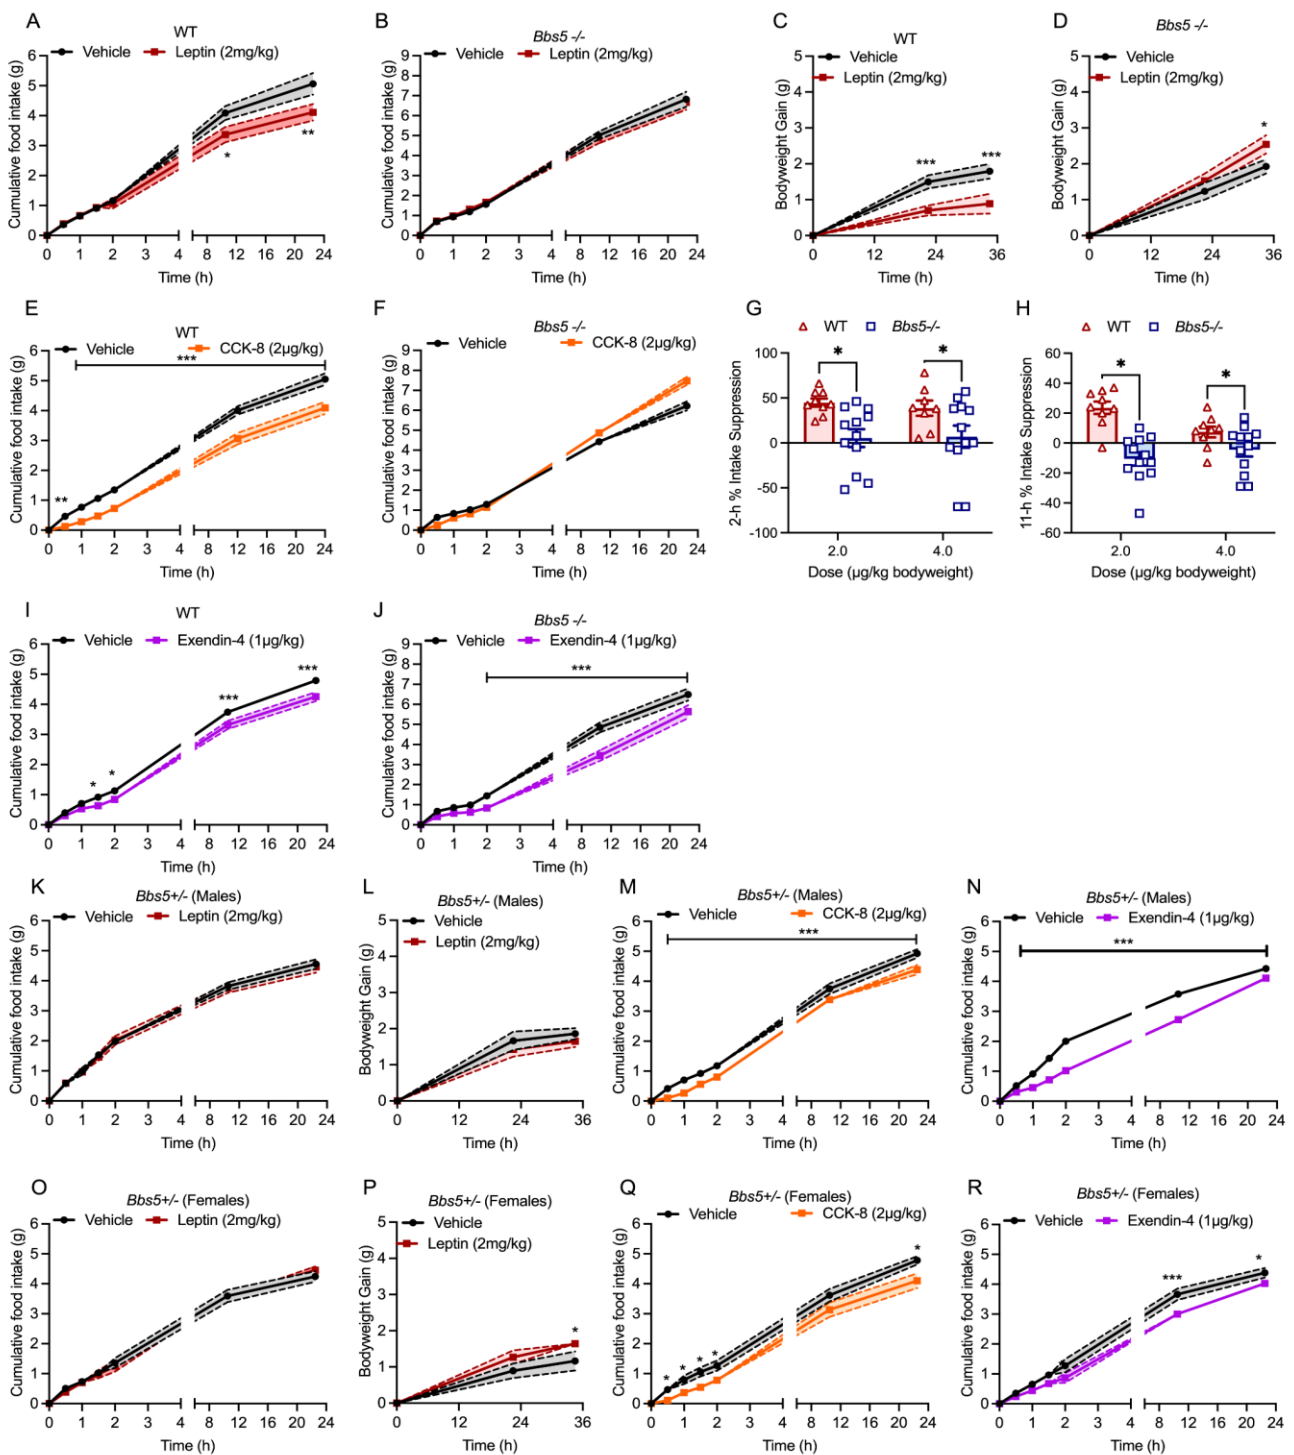

**Supplementary Figure. S3| Adult *Bbs5* null female mice display leptin and cholecystokinin (CCK) resistance but retained glucagon-like peptide-1 (GLP-1) response while heterozygous *Bbs5* (+/-) male and female mice display leptin resistance but responded to CCK-8 and GLP-1R agonist.** The data in **A-j** are from 12-18-weeks-old female WT and *Bbs5* null mice. **A-B**, the effect of intraperitoneal leptin (red, 2 mg/kg bodyweight) or vehicle (black) injection on cumulative *ad libitum* food intake in female WT (**A**) and *Bbs5*<sup>-/-</sup> mice (**B**) over 24 hours (n= 8-10 per group). **C-D**, body weight gain in WT (**C**) and *Bbs5*<sup>-/-</sup> (**D**) at 24- and 36-hour after leptin injections. **E-F**, the effect of intraperitoneal cholecystokinin (CCK-8, orange, 2 μg/kg bodyweight) or vehicle (black) injection on cumulative *ad libitum* food intake in female WT (**E**) and *Bbs5*<sup>-/-</sup> mice (**F**) over 24 hours (n= 9-12 per group). **G-H**, Food intake suppression relative to saline after 2-hour (**G**) or 11-hour (**H**) in female WT and *Bbs5*<sup>-/-</sup> mice following CCK-8 (2 or 4 μg/kg bodyweight) (n= 9-12 per group). **I-J**, the effect of intraperitoneal exendin-4 (GLP-1 agonist, purple, 1 μg/kg bodyweight) or vehicle (black) injection on cumulative *ad libitum* food intake in female WT (**I**) and *Bbs5*<sup>-/-</sup> mice (**J**) over 24 hours (n= 6-9 per group). The data in **K-N** are from 12-18-weeks-old male heterogenous *Bbs5*<sup>+/-</sup> mice (n=8 per group). **K**, the effect of intraperitoneal leptin (red, 2 mg/kg bodyweight) or vehicle (black) injection on cumulative *ad libitum* food intake in *Bbs5*<sup>+/-</sup> mice over 24 hours. **L**, body weight gain in *Bbs5*<sup>+/-</sup> at 24- and 36-hour after leptin injections. **M**, the effect of intraperitoneal cholecystokinin (CCK-8, orange, 2 μg/kg bodyweight) or vehicle (black) injection on cumulative *ad libitum* food intake in *Bbs5*<sup>+/-</sup> mice over 24 hours. **N**, the effect of intraperitoneal exendin-4 (GLP-1 agonist, purple, 1 μg/kg bodyweight) or vehicle (black) injection on cumulative *ad libitum* food intake over 24 hours in *Bbs5*<sup>+/-</sup> mice. The data in **O-R** are from 12-18-weeks-old female heterogenous *Bbs5*<sup>+/-</sup> mice. **O**, the effect of intraperitoneal leptin (red, 2 mg/kg bodyweight) or vehicle (black) injection on cumulative *ad libitum* food intake *Bbs5*<sup>+/-</sup> mice over 24 hours (n= 6 per group). **P**, body weight gain in *Bbs5*<sup>+/-</sup> at 24- and 36-hour after leptin injections. **Q**, the effect of intraperitoneal cholecystokinin (CCK-8, orange, 2 μg/kg bodyweight) or vehicle (black) injection on cumulative *ad libitum* food intake in *Bbs5*<sup>+/-</sup> mice over 24 hours (n= 6 per group). **R**, the effect of intraperitoneal exendin-4 (GLP-1 agonist, purple, 1 μg/kg bodyweight) or vehicle (black) injection on cumulative *ad libitum* food intake over 24 hours in *Bbs5*<sup>+/-</sup> mice (n= 5 per group). Data in **A-R** were analyzed using repeated measures two-way analysis of variance (ANOVA) with Benjamini, Krieger, and Yekutieli post hoc test (FDR = 0.05) to compare individual time points. Data are mean ± s.e.m. from vehicle or drug-treated mice; \**P*<0.05; \*\**P*<0.01; \*\*\**P*<0.001

A

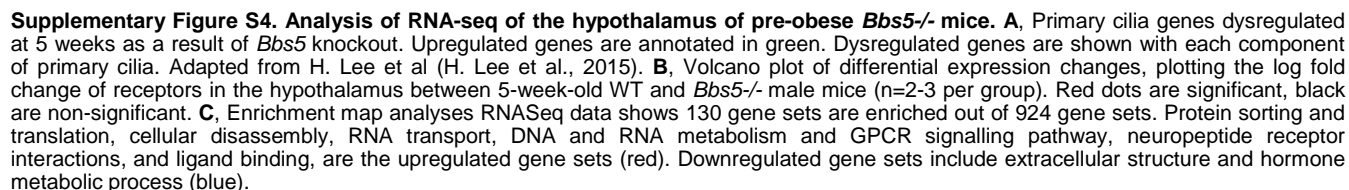

A

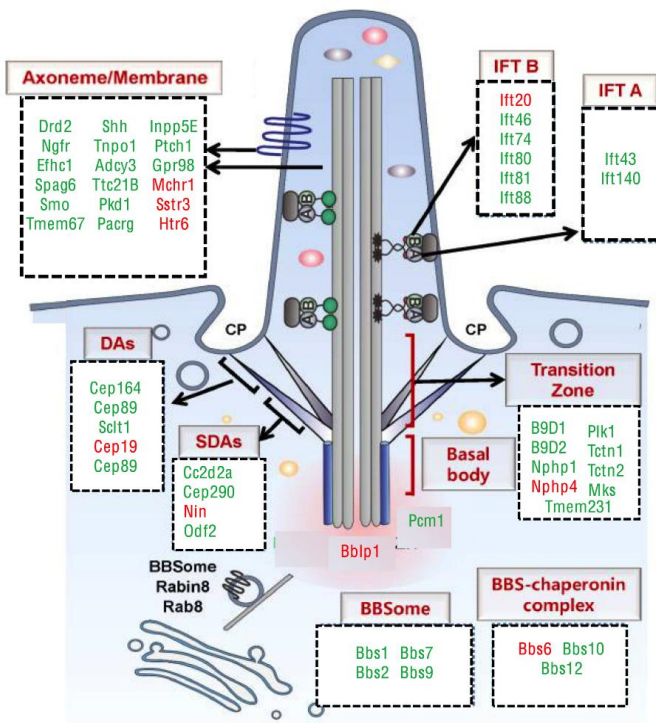

B

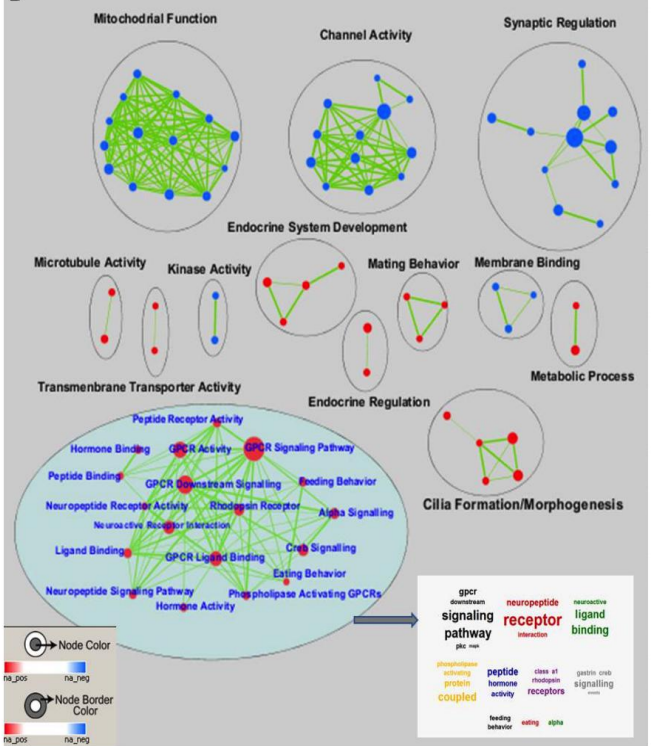

C

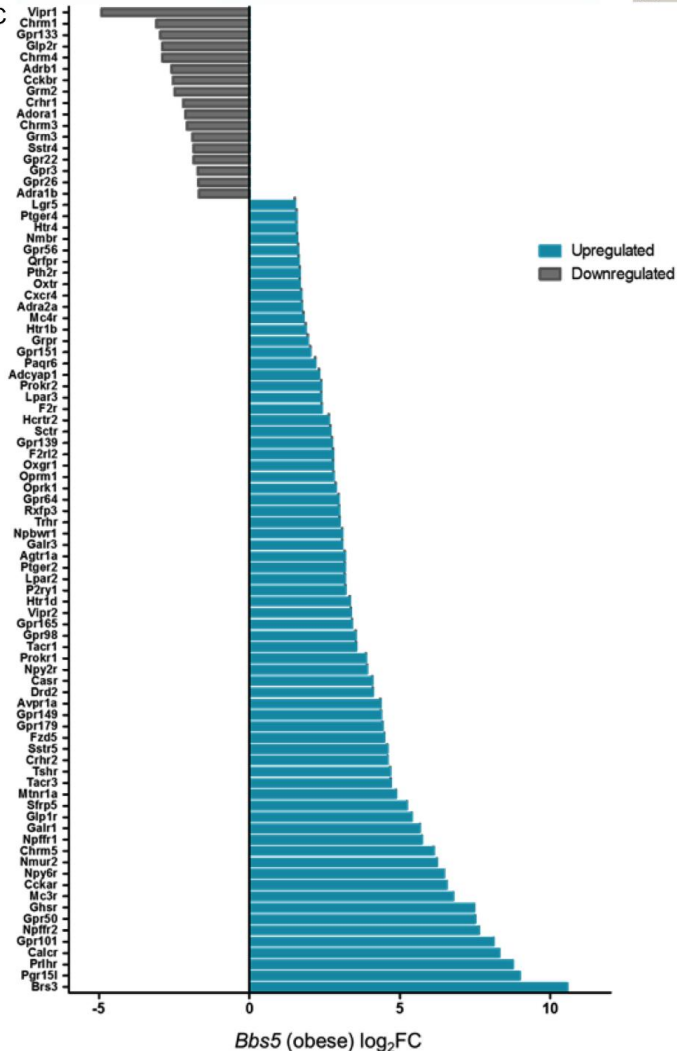

**Supplementary Figure S5. Analysis of RNA-seq of the hypothalamus of obese *Bbs5*<sup>-/-</sup> mice.** **A**, Primary cilia genes dysregulated at 12 weeks as a result of *Bbs5* knockout. Upregulated genes are annotated in green and downregulated gene in red. Dysregulated genes are shown in relation to each component of primary cilia. Adapted from H. Lee et al (H. Lee et al., 2015). **B**, Enrichment map analyses RNASeq data shows 111 gene sets are enriched out of 184 gene sets. GPCR signalling pathway, neuropeptide receptor interactions and ligand binding, cilia formation, metabolic process and endocrine system are the upregulated gene sets (red). Downregulated gene sets include synaptic regulation, channel activity, mitochondrial function and enzyme activity (blue). **C**, Plot showing 87 genes for GPCRs were detected to be differentially expressed ( $P < 0.05$ ,  $\log_2FC \geq 1.5$ ) in the hypothalamus between *Bbs5*<sup>-/-</sup> and WT mice.

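Supplemental Figure 5A colours 43 primary cilia genes as upregulated and 9 as downregulated at 12 weeks. In the deposited counts, 25 of the 43 were higher and 18 lower in the libraries labelled *Bbs5-/-*, and the lowest log2 fold change was -0.91 for *Drd2*. Of the 9, 5 were higher and 4 lower, between -0.25 for *Mchr1* and 0.58 for *Htr6*. The edgeR comparison called 0 of the 52 genes at an adjusted p under 0.05, and 2 had an unadjusted p under 0.05.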

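For the receptor genes of panel C, the threshold of an adjusted p under 0.05 was passed by 0 of 86 genes at 12 weeks in edgeR's quasi-likelihood test, over all genes tested or adjusted over the list alone. An unadjusted p under 0.05 was reached by 4, and 1 of these, *Gpr151* with a log2 fold change of 1.54, also had a log2 fold change of at least 1.5. Across the other settings 0 genes passed, and between 3 and 10 had an unadjusted p under 0.05.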

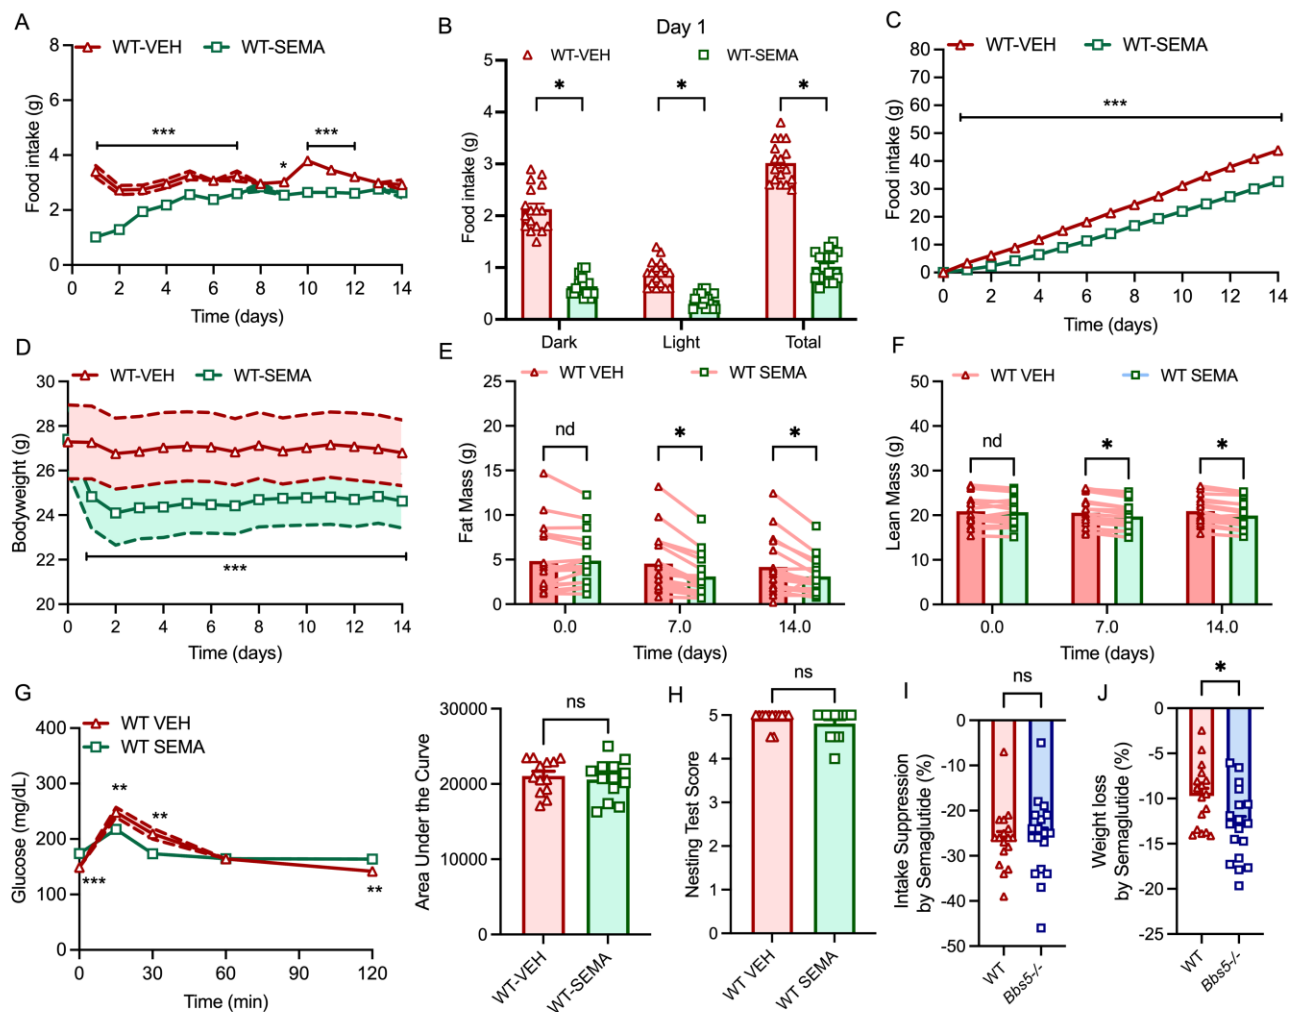

**Supplementary Figure. S6| Glucagon-like peptide-1 agonist (Semaglutide) promotes hypophagia-induced weight loss and improves cognitive behavior and glucose tolerance in adult C57Bl/6J wildtype mice.** Adult *ad libitum* chow-fed WT mice received daily subcutaneous injections of vehicle (red) for 14 days followed by semaglutide (green, 0.15 mg/bodyweight) for 14 days and observed for changes in feeding, body composition, and glucose tolerance. The data in **A-H** are from 19-30-weeks-old WT mice (n=17 includes 6 males and 11 females). **A-C**, changes in *ad libitum* chow intake daily over 24 hours (**A**), average cumulative intake during 12-hour dark and light, and 24-hour periods (**B**), and average cumulative daily food intake during 14 days of vehicle or semaglutide therapy (**C**). **D-G**, average daily changes in body weight (**D**), weekly changes in fat mass (**E**), lean mass (**F**), and intraperitoneal glucose tolerance test (**G**) after semaglutide therapy. **H**, Nest building score after 24 hours upon providing cotton-pressed nestlet on vehicle and after semaglutide therapy. **I**, Average suppression in food intake and **J**, Average weight loss before and after semaglutide therapy in *Bbs5*<sup>-/-</sup> and WT mice. Data in **A-G** were analyzed using repeated measures two-way analysis of variance (ANOVA) with Benjamini, Krieger, and Yekutieli post hoc test (FDR = 0.05) to compare individual time points. Data in **H-J** were analyzed using Student's two-sided, two-tailed t-test. Data are mean ± s.e.m. from vehicle or drug-treated mice; \**P*<0.05; \*\**P*<0.01; \*\*\**P*<0.001.

How the deposited data were processed for this re-analysis (not part of the article)

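Hypothalamic RNA from 2 WT and 3 *Bbs5-/-* mice at each of 2 ages, 5 and 12 weeks, was sequenced as 10 libraries. The authors deposited RSEM expected counts for 24054 genes in the 10 libraries, estimated counts that need not be whole and that carry no normalization. They also deposited a table of TMM-normalized CPM for 5 weeks, with their own signed fold change, p-value and false discovery rate for each listed gene, and a table for 12 weeks of TMM-normalized values, used here as a signal because its column totals differ between libraries. The methods state alignment with TopHat and Bowtie to GRCh38, checks with RSeQC, counting with featureCounts and testing with DESeq2, while the deposited counts are named as RSEM's and the deposited normalization is TMM. The methods name 2 library kits, 1 from KAPA and 1 from NEBNext. Which of these steps made each table was taken from the table where it shows it and is otherwise not stated. No genome build is named with the counts, so no coordinates are given, and neighbouring genes were taken from the RefSeq annotation of GRCm38.p6 and transcript lengths and sequences from GENCODE M21.

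The libraries held between 18013196 and 24904573 counts, and 3 counts, used as the floor of detection, equal between 0.120 and 0.167 CPM. This floor covers counting error only. The count table held 27 symbols turned into dates by a spreadsheet and 4 lines with a repeated symbol, and 0 per-sample columns were left unused. TMM-normalized CPM computed from the counts had a median ratio to the deposited values between 0.963 and 1.04 across the libraries. The genotype of each library was taken from its labels and the paper, and *Bbs5* was looked at first in every library. Because it was not lower in the 12-week libraries with the *Bbs5-/-* label, these are called the libraries labelled *Bbs5-/-*.

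For the main result the expected counts were rounded to whole numbers, genes were filtered with filterByExpr, libraries were scaled by TMM, and the 2 genotypes were compared within each age by edgeR's quasi-likelihood test with robust dispersion estimates and a Benjamini-Hochberg adjusted p threshold of 0.05. The difference between the ages was tested as an interaction over the 10 libraries. Standard errors are the size of the log2 fold change divided by the square root of the test's F. The labels name no batch, and age and any batch that follows age cannot be told apart. R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 were used, with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 for the checks. The quasi-likelihood test was tested on simulated data for 16258 genes at 12 weeks and 16023 at 5 weeks, with 200 genes changed by 2 on the log2 scale. It recovered 199 of them at each age, and for the interaction, over 16469 genes, 193. The changed genes were drawn from those with a mean of at least 5 CPM, and no library was simulated as an outlier. The recovery thus does not tell how often changes of this size are missed in the real counts.

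Gene lists were tested with limma's camera on log2 CPM with a prior count of 2 and a preset correlation of 0.01, adjusted over 25 lists within an age. The median given for a list is that of the differences in mean log2 CPM between the genotypes, on the same values, whereas its genes are counted as higher or lower by edgeR's log2 fold change. The sign of this median and of the median of edgeR's log2 fold changes differed for 2 lists, leptin and insulin signaling at 12 weeks (-0.0090 and 0.081) and the sex-linked genes at 5 weeks (-0.0024 and 0.0060). The lists were written before the data were examined: the cilia genes of Supplemental Figure 5A and the GPCR genes of Supplemental Figure 5C, families picked by symbol (mitochondrial respiratory chain, ribosomal proteins, collagens, ion channels, synaptic vesicle and scaffold genes, GPCRs, cilium genes and neuropeptide precursors), leptin and insulin signaling, markers of hypothalamic neuropeptide neurons, hypothalamic transcription factors, pallium, striatum, thalamus, ependyma, choroid plexus, oligodendrocytes, microglia, astrocytes and pituitary, immediate early genes, sex-linked genes, and the chromosomal neighbours of *Bbs5* with *Nnt*. The gene set database behind the paper's enrichment maps was not used here. A list of 14 genes of the leptomeninges was written after other genes of this tissue had been seen to differ between the ages, and before the values of its members were looked at. Its genes were thus chosen for the pattern, so the tests run on it, an exact permutation of the genotype labels within each age among them, are not used here.

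The genes named were fixed before the data were examined: the 15 that the paper's text or Fig. 4A names, and at each age up to 5 genes in each direction with the largest log2 fold change among those past the threshold, with every *Bbs5-/-* library on the same side of every WT library and a mean of at least 1 CPM. Not every gene that this rule names is reported here. Other genes are named as chosen after their values were seen. The alternatives set before the data were examined were DESeq2's likelihood ratio test, RLE size factors, library size only, no filter on low counts, a mean CPM of at least 1, limma-trend on the log2 of the deposited values with pseudocounts of 1 and 0.1, all 4 groups in 1 fit, each library left out in turn, an adjusted p of 0.01, and an absolute log2 fold change of at least 1 or 1.5. For the lists they were fry, camera with an estimated correlation, and the scaling and filter alternatives. Added after seeing the data were edgeR's bias-adjusted quasi-likelihood test, edgeR's exact test and an adjusted p of 0.1. Without 1 WT library only 1 WT library is left, so only a fold change was computed, with a prior count of 0.125, and no test. The fdrtool correction that the methods describe was not repeated.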

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

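All tests of explanations here were chosen after the patterns were seen. In all, 66 measures of libraries were examined for a library far from the others of its age, and 12 held such a library where 3.3 are given by chance. Values of 12-week libraries are grouped by their labels.

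The genotype difference in *Bbs5* itself differed between the ages, by 1.44 on the log2 scale with a standard error of 0.25 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes, adjusted p = 0.409, and over the 15 named genes alone, 0.00151; DESeq2's likelihood ratio test, adjusted p = 0.00122). It was lower in 3 of 3 *Bbs5-/-* libraries at 5 weeks, and at 12 weeks the libraries with that label straddled WT. A gene that stood out instead at 12 weeks, chosen after its values were seen, was *Bbs4*, which encodes another subunit of the BBSome. It was at 66.4 and 60.4 CPM in WT replicates B1 and B3, and at 0.708, 29.4 and 0.360 CPM in replicates B4, B5 and B6, labelled *Bbs5-/-*, against 68.6 to 79.8 CPM in the 5-week libraries of either genotype. Its log2 fold change of -2.63 with a standard error of 1.93 did not pass the threshold with all 5 libraries (adjusted p = 0.966, edgeR's quasi-likelihood test, with a range from 0.630 to 1 over the settings that kept all 5), and it was -6.88 without replicate B5 (adjusted p = 8.2e-11). Library size or depth is argued against, because among 10847 genes with a mean of at least 10 CPM, 0 other than *Bbs4* had each labelled library under 50% of the lower WT library. For *Bbs4* the highest labelled library was at 49.1% of the lower WT library, and the next gene, *Ano3*, was at 84.4%. The 50% checks and the gains and losses of *Bbs4* and its neighbours used CPM scaled by library size only, unlike the TMM-normalized values above. Reads shared with other genes are argued against, because 6.92% of the 6039 stretches of 31 bases in *Bbs4* transcripts occur in transcripts of other genes, too few for the loss. Among 6 neighbours *Neo1* gained 40.3 CPM with an SD of 43.2 in the labelled libraries, 78.2% of the mean loss of *Bbs4* of 51.5 CPM, but shares 0 of those stretches, and *Adpgk*, the 1 neighbour that shares any, changed by -0.735 CPM. The sequence comparison was added after the gain of *Neo1* was seen. What stays open is a mislabelled sample: the 12-week mice labelled *Bbs5-/-* may carry a mutation of *Bbs4* and not of *Bbs5*, with replicate B5 between the others and WT. Of 10 other BBS genes and these 6 neighbours, 0 had each labelled library under 50% of the lower WT library, as that explanation needs, but no table here gives another genotype for these mice, so it stays a hypothesis. Age alone does not account for the low values, since the 12-week WT libraries were at 60.4 CPM or more. The difference between the ages in the genotype difference of *Bbs4* was -2.76 with a standard error of 1.86 (adjusted p = 0.994, edgeR's quasi-likelihood test), and an effect of genotype at 12 weeks stays open.

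Replicate B4, labelled *Bbs5-/-* at 12 weeks, lay apart from the other 12-week libraries on the first principal component (54.1% of the variance), at 6.51 against -52.8 to -43.5, with the 5-week libraries at 25.2 to 45.5, and on the third component it was at -35.6. Its mean log2 CPM stood apart in 5 lists: 2.80 for the GPCR families, 4.09 for ion channels, 2.55 for the GPCR genes in Supplemental Figure 5C and, among the others, 6.21 for the mitochondrial respiratory chain and 6.00 for synaptic vesicle genes. Its mean correlation was 0.981 with the 5-week libraries and 0.970 with the 12-week ones. A mislabelled age was examined but is not settled. Placed between the mean of the 12-week libraries (0) and of the 5-week libraries (1), over genes that differ between the ages by at least 1 on the log2 scale, B4 had a median position of 0.637, outside the 0.802 to 1.13 of the 5-week libraries, each placed with itself left out. The comparison is not like for like, because B4 helped to set the genes and the 12-week mean used for the 5-week libraries. Of the genes used for B4, 75.4% placed it nearer the 5-week mean, and an age other than 5 weeks was not examined. The other 12-week libraries were between -0.13 and -0.071. Gene length bias is argued against as the whole cause. Across genes, which are not independent replicates, the difference of B4 from the other 12-week libraries had a Spearman correlation of -0.511 with transcript length, but once a trend with length and GC content was removed from each library, over 94.8% of the tested genes, the position was 0.603. The difference of the 5-week from the 12-week libraries itself had a correlation of -0.542 with transcript length. A mixed sample or a difference in preparation stays open, as does a difference between mice of the same age, and neither was tested.

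Replicate B1, WT at 12 weeks, stood apart on the second principal component (15.1% of the variance), at -56.8, and in the collagen genes, with a mean log2 CPM of 3.04. Replicate B5 stood apart in the astrocyte genes, at 7.63 log2 CPM. No explanation was tested for these 3 values.

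WT replicate E1 at 5 weeks stood apart in the choroid plexus genes, with a mean log2 CPM of 3.42. In CPM scaled by library size only, *Ttr*, the most abundant of them, was at 382.5 in E1 and between 1.36 and 3.85 in the other 5-week libraries. Other members differed less, such as *Clic6* at 22.3 CPM in E1 and up to 19.9 elsewhere, and *Kl* at 17.8 and up to 13.2. The median log2 CPM of the list was 1.99 in E1 and at most 1.26 in the others, so *Ttr* raised the list mean. E1 was also the 5-week library with high *Cck*. Different tissue in the punch is a candidate explanation for both. E1 exceeded the next library in the choroid plexus list by 1.66 on the log2 scale, but in the pallium list, whose neurons carry *Cck*, it was -0.54 from the highest of the others. With 1 library these cannot be told apart from variation between mice. *Bbs5-/-* replicate E6 stood apart in the hypothalamic transcription factor list, with a mean log2 CPM of 3.01, and no explanation was tested for it.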

How the results depend on the processing

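Counts of genes past the adjusted p threshold of 0.05 depended on the test. At 12 weeks the main count was 0 (323 at an unadjusted p under 0.05). It was 4 with DESeq2's likelihood ratio test, 4 with edgeR's exact test, chosen after seeing the data (*Gm5936*, *H2-Q9*, *Hbb-bs* and *Prg4*, named after their values were seen), 1 without the low-count filter and 1 with limma-trend at a pseudocount of 0.1, the 1 gene being *Hbb-bs* both times, and it stayed at 0 with RLE factors, library size only, a mean CPM of at least 1, limma-trend at a pseudocount of 1, all 4 groups in 1 fit (1189 unadjusted) and the other thresholds. Across the fits that each left out 1 library labelled *Bbs5-/-* it ranged from 0 to 9, with 9 without replicate B5 and 3 without B6 (*Gbp2b*, *Gm5936* and *Hbb-bs*). At 5 weeks the main count was 1 (2729 unadjusted). It was 392 with DESeq2, 409 with the exact test, 263 without the filter (113 higher and 150 lower), 0 with all 4 groups in 1 fit (523 unadjusted), 0 at an absolute log2 fold change of at least 1.5, and 282 at an adjusted p under 0.1 (130 higher and 152 lower, chosen after seeing the data). Across the fits that each left out 1 *Bbs5-/-* library it ranged from 1 to 15, with 15 without replicate E5 and 3 without E6 (*Apod*, *Bbs5* and *Eno1*), and the gene called without E4 was *Myoc*, not *Bbs5*. DESeq2 and the exact test shared 333 of their calls at 5 weeks. For the interaction of genotype and age the main count was 0 (647 unadjusted). It was 13 with DESeq2, 1 without the filter (*Gm5936*) and from 0 to 1 with a library labelled *Bbs5-/-* left out, the 1 being *Bbs4* without replicate B5. The unadjusted count was 1725 without replicate B4. Leaving out a WT library was not run for the interaction, since it leaves 1 WT library at that age. The cause of these changes was not tested, apart from the fits with fewer libraries or a stricter threshold.

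Of the 25 lists, 11 passed at 12 weeks by camera, 0 with fry and 0 with an estimated correlation, and 6 passed at 5 weeks, 2 with fry and 0 with an estimated correlation. With the scaling and filter alternatives the number lay between 9 and 12 at 12 weeks and stayed at 6 at 5 weeks. Of 300 values of lists under the alternatives, 257 kept their direction and side of the threshold, 35 were weaker, 1 was stronger and 7 were reversed. The values under fry and an estimated correlation repeat the main median, so they could not be reversed. Medians with 1 library left out are not among the 300. At 12 weeks those of the GPCR families and the ion channels, for example, changed sign without replicate B4. The 7 reversed medians were 0.13 or less. At 12 weeks, library size only gave 0.035 for the hypothalamic transcription factors, 0.054 for leptin and insulin signaling and 0.036 for the *Bbs5* neighbours. With a mean CPM of at least 1 the hypothalamic transcription factors were at 0.019 at 12 weeks. Without the filter the choroid plexus was at 0.13 at 12 weeks and the *Bbs5* neighbours at 0.0017 at 5 weeks. RLE factors gave 1.2e-04 for the sex-linked genes at 5 weeks. Scaling by library size only moved the median of all genes by 0.063 at 12 weeks and by -0.0047 at 5 weeks.

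Of 419 log2 fold changes of named genes under the alternatives, 394 kept their direction and side of the threshold, 2 were weaker, 11 were reversed and 12 of the values without a test moved by more than the spread between replicates. *Bbs5* at 5 weeks was weaker in 2 settings, at -1.49 with all 4 groups in 1 fit (adjusted p = 0.0536, edgeR, with a range from 2.3e-16 to 0.0536 over the settings) and at -1.55 without *Bbs5-/-* replicate E4. At 12 weeks *Bbs5* was 0.027 with library size only, and *Glp1r* was -0.14 and -0.31 in limma-trend with pseudocounts of 1 and 0.1. With each library left out in turn the log2 fold changes at 12 weeks ranged from -0.17 to 0.054 for *Bbs5*, from -0.40 to 1.60 for *Cck*, from -0.35 to 0.81 for *Glp1r*, from -0.55 to 0.21 for *Foxo3*, from -0.17 to 0.48 for *Cartpt* and from -0.51 to 0.11 for *Ghsr*, and at 5 weeks from -0.040 to 0.35 for *Mc4r*. At 12 weeks the sign changed without replicate B4 for *Foxo3*, *Cartpt* and *Ghsr*, and without WT replicate B1, B5 or B6 for *Glp1r*. It changed without B1 or B6 for *Bbs5* and *Cck* at 12 weeks, and without WT replicate E1 or E5 for *Mc4r* at 5 weeks. *Stat3* at 12 weeks ranged from -0.0063 to 0.21 and changed sign without WT replicate B1. At 5 weeks *Cck* ranged from -1.47 to 0.20 and changed sign without WT replicate E1. *Npy2r* at 5 weeks ranged from -0.43 to 0.10 and changed sign without WT replicate E3. Except for the fits with fewer libraries, the cause was not tested. Depth limits *Glp1r* at 5 weeks, counted between 3 and 8 times per library, and *Ghrl* at 5 weeks, and both were below the filter there. No paired analysis was possible because the labels give the 2 genotypes different replicate numbers.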

Differences from the paper's values

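At 5 weeks the paper gives 401 genes as upregulated and 549 as downregulated, against 0 and 1 here. None of the alternatives set before the data were examined came within 1.5 times of the paper's counts. DESeq2's likelihood ratio test gave 176 and 216, and the quasi-likelihood test without the low-count filter gave 113 and 150. Of the alternatives chosen after seeing the data, the exact test gave 160 and 249, and an adjusted p under 0.1 gave 130 and 152. The authors' deposited table holds 402 genes at a false discovery rate under 0.05, of which 253 are lower, and 998 and 1194 at a p under 0.05. At 12 weeks the paper gives 1,539 genes as upregulated and 1,182 as downregulated, against 0 and 0 here (323 at an unadjusted p under 0.05), and the most that an alternative set before the data were examined gave was 6 and 3, without replicate B5.

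The paper gives the fold change of *Glp1r* at 12 weeks as 8, against 1.08 here. It gives 2 as the lower end for *Mc4r* and for *Npy2r*, against folds of 0.673 and 0.847. The volcano plot shows log2 fold changes, read by eye, of about 5.4 for *Glp1r*, about 3.9 for *Npy2r*, about 1.8 for *Mc4r*, about 8.3 for *Calcr*, about 7.5 for *Ghsr* and about -2.6 for *Cckbr* in Fig. 4A. The values here were 0.11 for *Glp1r*, -0.24 for *Npy2r*, -0.57 for *Mc4r*, 0.13 for *Calcr*, -0.25 for *Ghsr* and -0.48 for *Cckbr*. Without single libraries they were -0.35 for *Glp1r* without WT replicate B1 and 0.81 without WT replicate B3, 0.11 for *Ghsr* without replicate B4 and -0.51 without B5, 0.039 for *Calcr* without replicate B6 and 0.17 without B4, -0.15 for *Npy2r* without WT replicate B1 and -0.37 without replicate B6, -0.67 for *Mc4r* without replicate B4 and -0.42 without B5, and -0.13 for *Cckbr* without WT replicate B1 and -0.76 without WT replicate B3. The paper gives 87 GPCR genes as differentially expressed at 12 weeks, against 0 here (4 at an unadjusted p under 0.05, 1 of them with a log2 fold change of at least 1.5). For each of these, none of the alternatives set before the data were examined closed the gap.

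The paper states that *Lepr* and *Cck* were significantly lower in *Bbs5-/-* mice before obesity. *Lepr* was lower with an unadjusted p of 0.0118, but its adjusted p was 0.175 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with a range from 0.143 to 0.999 over the settings, and its log2 fold change of -0.56 was -0.30 without WT replicate E3 and -0.77 without WT replicate E1. *Cck* had an adjusted p of 0.552, with a range from 0.225 to 0.999, and a log2 fold change of -0.87, which was 0.20 without WT replicate E1 and -1.47 without WT replicate E3. In the authors' deposited table both have a p under 0.05 and neither a false discovery rate under 0.05. At 12 weeks the paper states that *Cck*, *Stat3* and *Socs3* were lower, and their log2 fold changes here were 0.28, 0.093 and 0.76 in the libraries labelled *Bbs5-/-*. Without WT replicate B1 *Cck* was at -0.40 and *Stat3* at -0.0063, without WT replicate B3 *Cck* was at 1.60, *Stat3* at 0.21 and *Socs3* at 1.12, and without replicate B4 *Socs3* was at 0.47. It states that *Cckbr* was lower, which was the direction here, without passing the threshold in any setting. It states that *Calcr*, *Npy2r* and *Mc4r* were higher, and of these *Calcr* was higher here and the others lower. It states that *Foxo3* was lower, and it was at -0.21 here, 0.21 without replicate B4 and -0.55 without replicate B5.

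Of the 70 GPCR genes that Supplemental Figure 5C shows as higher, 69 were tested, and 20 were higher and 49 lower in the libraries labelled *Bbs5-/-*. Of the 17 it shows as lower, 12 were lower and 5 higher. Of the 43 cilia genes that Supplemental Figure 5A shows as higher, 25 were higher, and of the 9 it shows as lower, 4 were lower. The paper lists GPCR signaling among the upregulated gene sets at both ages, and the medians of the GPCR families here were -0.079 at 5 weeks, or -0.030 without replicate E5, and -0.11 at 12 weeks, 0.021 without replicate B4 and -0.15 without B6. It lists extracellular structure among the downregulated sets at 5 weeks, where the collagen genes had a median of 0.077, 0.0050 without replicate E5 and 0.12 without E6. The leptomeninges genes described below were lower at 5 weeks, 14 of 14 with a median of -0.76. Their list was written after other genes of this tissue were seen to differ, so it does not test the paper's set. The paper lists mitochondrial function among the downregulated sets at 12 weeks, where the respiratory chain genes had a median of 0.14, 0.0081 without replicate B4 and 0.26 without WT replicate B3.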

Other observations

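The tests of explanations here were also chosen after the results were seen. At 12 weeks 5 of the 10 splits of the 5 libraries into 2 and 3, the genotype labels included, gave as many genes at an unadjusted p under 0.05 as the 323 of the labels, and the split of replicates B1 and B4 against the others gave 2256. At 5 weeks 1 of the 10 splits, that of the labels, gave as many as 2729, and the next gave 1175. With 10 splits the share is never under 0.1, so it decides nothing at either age. In counts simulated without a change, 792 genes at 12 weeks and 786 at 5 weeks had an unadjusted p under 0.05 in the quasi-likelihood test.

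*Foxo3* at 5 weeks was at 6.15 ± 0.0553 CPM (SD, n = 2) in WT and 4.46 ± 0.185 CPM (SD, n = 3) in *Bbs5-/-* mice, lower in 3 of 3, with a log2 fold change of -0.46 and a standard error of 0.16 (adjusted p = 0.201, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

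*Hbb-bs*, chosen after its values were seen, was at 4.68 and 2.35 CPM in the 12-week WT libraries and had a count of 0 in the 3 libraries labelled *Bbs5-/-*, and also in 4 of the 5 libraries at 5 weeks. A candidate explanation is that its reads were assigned to other beta globin genes, which are close paralogs. For this the CPM were scaled by library size only, unlike the TMM-normalized values above. The sum over the beta globin genes was 59.8 and 95.7 CPM in WT replicates B1 and B3 and 197.6, 112.5 and 98.6 CPM in B4, B5 and B6, a log2 ratio of 0.81. The mean loss of *Hbb-bs* on the same scale was 3.40 CPM, less than the SD of 25.4 CPM of the sum between the WT libraries. The sum thus decides nothing and that explanation stays open. A strain difference in the globin locus was not tested.

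The 14 leptomeninges genes were listed after *Prg4* and *Aldh1a2*, among other genes of this tissue, had been seen to differ between the ages in their genotype difference, so the list describes that pattern and does not test it. At 12 weeks 14 of 14 were higher in the libraries labelled *Bbs5-/-*, with a median difference in mean log2 CPM of 0.91, and at 5 weeks 14 of 14 were lower, with a median of -0.76. The median over the list of the log2 difference between the ages was 1.60. The list mean was 6.71 and 14.4 CPM in WT replicates B1 and B3, 13.3, 28.4 and 20.9 CPM in B4, B5 and B6, 13.3 and 26.3 CPM in WT replicates E1 and E3, and 9.86, 11.8 and 10.2 CPM in E4, E5 and E6. Among its most abundant genes *Aebp1* went from 22.5 CPM in B1 to 89.3 CPM in B5, and *Fmod* from 2.81 CPM to 75.1 CPM. The methods describe freeing the brain from the meninges before punching. Different amounts of leptomeningeal tissue in the punches and a change in these cells with genotype and age both stay open, since no test here decides between them.

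Lists that stand for no category named in the paper, or for one it names at the other age, were compared by camera. The adjusted p values are Benjamini-Hochberg values over 25 lists, genes are counted as higher or lower by edgeR's log2 fold change, the last values in each bracket are the lowest and highest median with 1 library left out, and at 12 weeks higher and lower refer to the libraries labelled *Bbs5-/-*. At 12 weeks the median difference in mean log2 CPM was 0.33 for hypothalamic neuropeptide neurons (9 higher and 3 lower, adjusted p = 0.0872, from -0.070 without B1 to 0.74 without B3) and -0.028 for hypothalamic transcription factors (6 higher and 6 lower, adjusted p = 0.744, from -0.12 without B1 to 0.15 without B4). The median came to -0.27 for the pallium (2 higher and 9 lower, adjusted p = 0.0223, from -0.47 without B6 to 0.0051 without B1) and -0.076 for the striatum (3 higher and 6 lower, adjusted p = 0.671, from -0.15 without B1 to -0.0039 without B3). A median was found of -0.15 for the thalamus (3 higher and 6 lower, adjusted p = 0.681, from -0.25 without B3 to 0.026 without B4) and 0.44 for the ependyma (9 higher and 0 lower, adjusted p = 3.8e-04, from 0.30 without B1 to 0.64 without B5). The list median was -0.074 for the choroid plexus (3 higher and 4 lower, adjusted p = 0.36, from -0.040 without B5 to 0.43 without B1) and -0.10 for oligodendrocytes (2 higher and 6 lower, adjusted p = 0.405, from -0.37 without B3 to 0.10 without B1). It was 0.40 for microglia (7 higher and 1 lower, adjusted p = 0.0177, from 0.030 without B1 to 0.82 without B3) and 0.17 for astrocytes (5 higher and 3 lower, adjusted p = 0.36, from 0.052 without B1 to 0.26 without B6). The median came to 1.20 for the pituitary (5 higher and 0 lower, adjusted p = 0.0944, from 0.12 without B6 to 2.71 without B4) and 0.21 for the immediate early genes (8 higher and 0 lower, adjusted p = 0.027, from -0.051 without B3 to 0.57 without B1). A median was found of -0.15 for the sex-linked genes (1 higher and 4 lower, adjusted p = 0.586, from -0.34 without B3 to 0.028 without B1) and 0.20 for the ribosomal proteins (65 higher and 16 lower, adjusted p = 3.8e-04, from 0.035 without B4 to 0.31 without B5). The list median was 0.50 for the collagens (38 higher and 5 lower, adjusted p = 3.2e-08, from 0.16 without B1 to 0.77 without B3) and -0.026 for the *Bbs5* neighbours with *Nnt* (5 higher and 6 lower, adjusted p = 0.769, from -0.096 without B3 to -0.0079 without B5). Scaling by library size only turned the 12-week medians of the hypothalamic transcription factors and the *Bbs5* neighbours to 0.035 and 0.036, and without the low-count filter those of the choroid plexus and the pituitary were 0.13 and 0.20.

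At 5 weeks the median difference in mean log2 CPM was 0.15 for hypothalamic neuropeptide neurons (6 higher and 6 lower, adjusted p = 0.759, from -0.025 without E1 to 0.25 without E5) and -0.20 for hypothalamic transcription factors (3 higher and 9 lower, adjusted p = 0.377, from -0.33 without E1 to -0.085 without E6). The median came to 0.17 for the pallium (7 higher and 4 lower, adjusted p = 0.377, from -0.025 without E6 to 0.39 without E5) and -0.16 for the striatum (1 higher and 8 lower, adjusted p = 0.186, from -0.22 without E4 to -0.11 without E3). A median was found of 0.18 for the thalamus (7 higher and 2 lower, adjusted p = 0.442, from 0.050 without E1 to 0.20 without E4) and 0.15 for the ependyma (6 higher and 3 lower, adjusted p = 0.24, from 0.011 without E5 to 0.25 without E4). The list median was -0.49 for the choroid plexus (0 higher and 7 lower, adjusted p = 0.0152, from -0.92 without E3 to -0.062 without E1) and -0.25 for oligodendrocytes (0 higher and 8 lower, adjusted p = 0.254, from -0.41 without E6 to -0.042 without E5). It was 0.14 for microglia (8 higher and 0 lower, adjusted p = 0.0334, from 0.094 without E6 to 0.24 without E3) and -0.25 for astrocytes (1 higher and 7 lower, adjusted p = 0.0012, from -0.32 without E3 to -0.25 without E1). The median came to 0.17 for the pituitary (3 higher and 2 lower, adjusted p = 0.956, from -0.61 without E1 to 0.62 without E6) and -0.32 for the immediate early genes (1 higher and 7 lower, adjusted p = 0.377, from -1.13 without E3 to 0.47 without E1). A median was found of -0.0024 for the sex-linked genes (3 higher and 2 lower, adjusted p = 0.85, from -0.12 without E5 to 0.11 without E1) and -0.032 for the *Bbs5* neighbours with *Nnt* (5 higher and 6 lower, adjusted p = 0.963, from -0.093 without E3 to 0.031 without E5). The list median was -0.12 for the GPCR genes of Supplemental Figure 5C (29 higher and 52 lower, adjusted p = 0.254, from -0.14 without E4 to -0.095 without E1) and 0.14 for the mitochondrial respiratory chain (73 higher and 16 lower, adjusted p = 1.5e-08, from 0.095 without E6 to 0.17 without E1). It was -0.049 for the ion channels (55 higher and 86 lower, adjusted p = 0.442, from -0.069 without E4 to -0.013 without E1) and -0.0074 for the synaptic vesicle genes (33 higher and 35 lower, adjusted p = 0.85, from -0.013 without E6 to 0.016 without E5). For the sex-linked genes at 5 weeks the median of edgeR's log2 fold changes was 0.0060. Of the mitochondrial genes 25 passed adjusted over the list alone and 0 over all genes tested, and 43 had an unadjusted p under 0.05. At neither age did more than 2 of all 25 lists pass by fry.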
